# Bioinformatics Analysis of Macrophages Exposed to *Porphyromonas gingivalis*: Implications in Acute vs. Chronic Infections

**DOI:** 10.1371/journal.pone.0015613

**Published:** 2010-12-23

**Authors:** Wen-Han Yu, Han Hu, Qingde Zhou, Yu Xia, Salomon Amar

## Abstract

**Background:**

Periodontitis is the most common human infection affecting tooth-supporting structures. It was shown to play a role in aggravating atherosclerosis. To deepen our understanding of the pathogenesis of this disease, we exposed human macrophages to an oral bacteria, *Porphyromonas gingivalis (P. gingivalis*), either as live bacteria or its LPS or fimbria. Microarray data from treated macrophages or control cells were analyzed to define molecular signatures. Changes in genes identified in relevant pathways were validated by RT-PCR.

**Methodology/Principal Findings:**

We focused our analysis on three important groups of genes. Group PG (genes differentially expressed by live bacteria only); Group LFG (genes differentially expressed in response to exposure to LPS and/or FimA); Group CG (core gene set jointly activated by all 3 stimulants). A total of 842 macrophage genes were differentially expressed in at least one of the three conditions compared to naïve cells. Using pathway analysis, we found that group CG activates the initial phagocytosis process and induces genes relevant to immune response, whereas group PG can de-activate the phagocytosis process associated with phagosome-lysosome fusion. LFG mostly affected RIG-I-like receptor signaling pathway.

**Conclusion/Significance:**

In light of the fact that acute infections involve live bacteria while chronic infections involve a combination of live bacteria and their byproducts, group PG could represent acute *P. gingivalis* infection while group LFG could represent chronic *P. gingivalis* infection. Group CG may be associated with core immune pathways, triggered irrespective of the specific stimulants and indispensable to mount an appropriate immune response. Implications in acute vs. chronic infection are discussed.

## Introduction

*Porphyromonas gingivalis* (*P. gingivalis*) is a Gram-negative anaerobic bacterium and is considered to be the major pathogen causing periodontal disease. Periodontitis is one of the most common chronic infectious diseases. It leads to destruction of the attachment apparatus and supporting bone of the teeth. *P. gingivalis* has been shown to invade endothelial cells, followed by activation of pro-inflammatory cells [1]. The bacteria can produce a variety of virulence factors, including lipopolysaccharide (LPS), fimbriae A (FimA), proteinases, outer membrane proteins and specific enzymes [2], [3], which can be involved in initiation and progression of periodontal diseases. *P. gingivalis* LPS is considered to be the primary bacterial component causing the production of pro-inflammatory cytokines and host activation [4], although it shows low endotoxic activity comparing to enterobacterial LPS [5]. *P. gingivalis* FimA is a pivotal factor for mediating the adherence of bacteria to host cell [6]. It mediates the interaction between *P. gingivalis* and Toll-like receptor 2 (TLR2) on the surface of macrophages, and activates another receptor, complement receptor 3 (CR3) for intracellular entry [7], [8]. *P. gingivalis* survival and its ability to cause disease are enhanced in the presence of robust TLR-2/4-dependent host recognition. This phenomenon may explain the persistence of *P. gingivalis* implicated in chronic infectious and inflammatory lesions [9]. In other words, the activation of innate immune signaling pathways by Toll-like receptors may help induce and/or maintain chronic infection [10]. Many studies have been focused on the distinct biological properties of each component in the pathogenesis of periodontal disease, but few have considered the cooperative contributions of coexisting bacteria and virulent components to the development of infection. The present study addressed the influence of individual virulence factors either alone or in combinations, in an effort to explore more complex interactions related to pathogenesis, such as acute and chronic infection.

From three simple macrophage exposure conditions (*P.gingivalis*, LPS and FimA) versus control sample, we propose an *in vitro* model to estimate the combined impact of *P. gingivalis* and/or its virulence factors (i.e. LPS and FimA) on innate immune response in human macrophages, with analysis at the systems level. The macrophage genes which were differentially expressed under each of the conditions versus the control sample were identified. Genes differentially expressed in multiple conditions were visualized in a Venn diagram. In addition, we specified three important groups from the diagram. Functional annotations and pathway analyses of those groups provided valuable insight into unique components of the macrophage response to *P. gingivalis*.

## Results

### Gene comparisons in three microarray conditions

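Human macrophages grown from blood monocytes were used at day 9 of culture and exposed for 2 h to live *P. gingivalis*, to its lipopolysaccharide (LPS), to its purified fimbrial protein (FimA) or to a control treatment. The control is named as saline in the methods and in the sample labels, and as broth in the text of the results. RNA from 3 cultures per condition was hybridised to 12 Affymetrix human arrays, 1 array per culture. The methods describe 3 independent experiments per condition but name no donors, so the p-values measure only the spread between these cultures. The authors corrected the background, applied quantile normalization and summarised the probes of each probe set with RMA, and the deposited values are the resulting log2 intensities, with array medians from 4.85 to 4.96. From these values, the 41097 probe sets that pair with 1 gene were kept, and each of their 19777 genes was represented by its probe set with the largest interquartile range over the 12 arrays. The 9888 genes whose interquartile range exceeded the median of 0.238 were tested with limma, which stands in for the nonspecific filter that the paper names without settings. A gene was called at the paper's thresholds, a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.25, against the same 3 control arrays for each stimulus. With 3 arrays against 3, an exact permutation test of 1 gene cannot go below p = 0.1, so calls lean on the spread that limma pools over genes, and the number of arrays limits the precision. Replicate 3 of every condition stood apart from replicates 1 and 2. Pearson's r over all probe sets was 0.993 to 0.997 between replicates 1 and 2 of a condition, and 0.957 to 0.984 between replicate 3 and either of them. T cell markers (9 genes such as those of the T cell receptor complex) had a median log2 level of 6.52 in replicate 3 and 8.28 in replicates 1 and 2, and NK cell markers (8 genes) had 5.36 and 7.41.

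**Figure D1:**
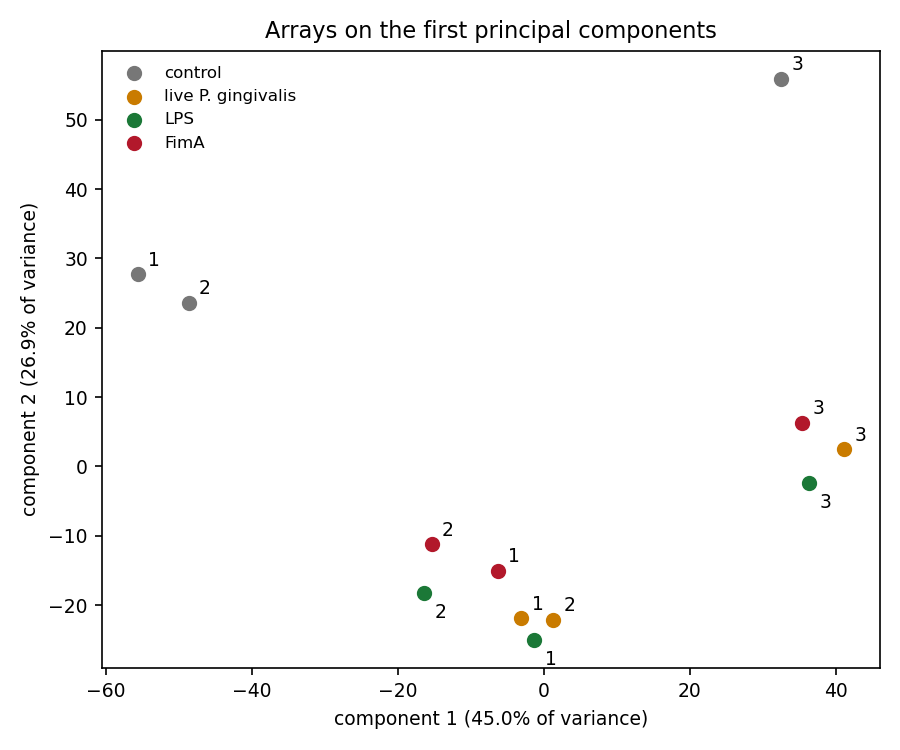
Principal components of the 9888 tested genes, with the share of the variance (45% and 26.9%) on each axis. Each point is 1 array, coloured by condition and marked with its replicate number, and the 4 arrays of replicate 3 lie to the right, and each control lies above the treated arrays of its number.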

A total of 842 genes which showed differential expressions compared to the control were identified and collected from the microarrays of three macrophage exposing conditions, including live *P.gingivalis*, LPS and FimA versus control (sterile broth). The genes were identified by the threshold of fold change (FC) and False Discovery Rate (FDR). A Venn diagram representing the distribution of these genes among the three exposure conditions is shown in Figure 1. 

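Genes called for a pair of stimuli included a cytokine subunit (IL12B), the vascular growth factor VEGFA and the stress gene GADD45B. In total 957 genes were called for at least 1 stimulus, and 805 of them belonged to subsets I, III, V, VI or VII, which make up the groups PG, LFG and CG. Subset II, called for live *P. gingivalis* and for LPS, held 113 genes, of which 17 rose and 94 fell with both and 2 went opposite ways. Among them IL12B, which encodes the shared subunit of the cytokines IL-12 and IL-23, rose by log2 2.07 with live *P. gingivalis* and 1.42 with LPS (standard error 0.48, adjusted p = 0.0182 and 0.0768 from limma). Subset IV, called for live *P. gingivalis* and for FimA, held 39 genes, 26 higher and 13 lower. They included VEGFA, the vascular growth factor, with 1.85 and 1.70 (standard error 0.35). Subset VI, called for LPS and for FimA, held 34 genes, 22 higher and 12 lower, such as the stress response gene GADD45B with 1.54 and 1.18 (standard error 0.32). Several of these calls hang on single arrays. IL12B loses its LPS call without LPS replicate 3 (0.99) and GADD45B its FimA call without FimA replicate 3 (0.92) or control replicate 3 (0.85), while VEGFA is not called on its brightest probe set (0.94 and 0.80). The union grows to 1871 genes without control replicate 3. Subset II holds 227 without that array, 207 without LPS replicate 2, 170 without FimA replicate 1 and 176 without FimA replicate 3. Subset IV holds 105 without control replicate 3, 22 without control replicate 1, 74 without LPS replicate 3 and 67 without FimA replicate 2, and subset VI 75, 16, 22, 65 and 22 without control replicate 3, 1 or 2, live *P. gingivalis* replicate 3 or FimA replicate 1.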

The regions covered multiple conditions indicate the genes differentially expressed in response to more than one of the exposure conditions. Accordingly, seven subsets of the genes can be identified. Subset I, III and VII show that the sets of the genes specifically respond to a signal stimulus only: live *P. gingivalis*, LPS and FimA, respectively. Subset II, IV and VI indicate the sets of the genes involved in any combination of both two stimuli, suggesting that the genes are shared to react to the stimuli. Subset V presents the set of the genes commonly happen when the macrophages expose to these three stimuli.

**Figure 1:**
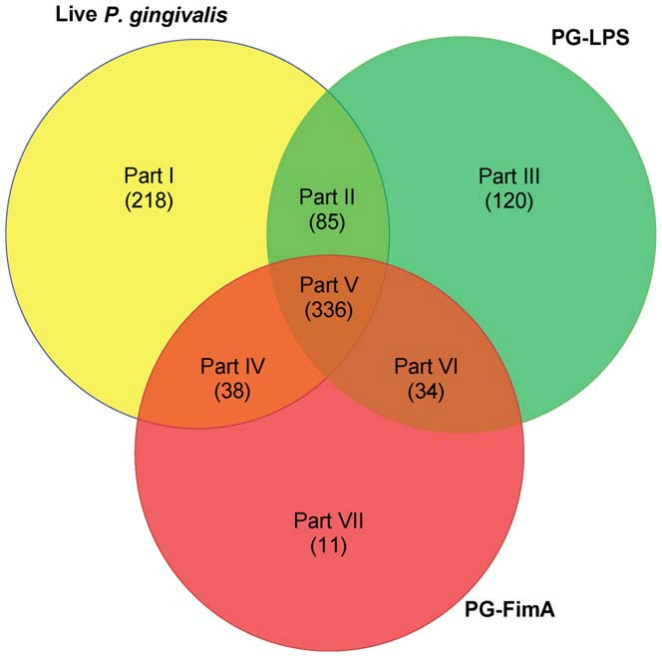
Venn diagram representing the logical relations among the genes from three macrophage treatment conditions. Macrophage genes differentially regulated in response to live *P.gingivalis*, LPS or FimA, compared with controls are shown as yellow, green and red circles, respectively. According to the logical relations, the total gene set was divided into 7 subsets. The number of genes in each part is shown in parentheses. Subset I: Live *P. gingivalis*-only gene set, where genes were only apparent in live *P. gingivalis* treatment. Subset II: The genes were found in both live *P. gingivalis* and LPS treatments, but not in FimA. Subset III: LPS-only gene set. Subset IV: The genes are found in both live *P. gingivalis* and FimA treatment, but not in LPS. Subset V: The genes appeared in three stimuli. Subset VI: The genes found in both LPS and FimA, but not in live *P. gingivalis* treatment. Subset VII: FimA-only gene set.

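After 2 h, the macrophages had sharply higher levels of inflammatory mediator genes with every stimulus, and fewer genes passed the test with FimA than with live *P. gingivalis*. PTGS2, the inducible cyclooxygenase of prostaglandin synthesis, rose from a log2 level of 3.84 ± 0.24 in control cells (SD, n = 3 arrays) to 10.63 ± 0.92 with live *P. gingivalis*, 10.83 ± 0.63 with LPS and 9.79 ± 1.07 with FimA, log2 changes of at least 6.78, 6.99 and 5.95, since the control level lies near the lower end of the scale. ACOD1, which makes the antimicrobial metabolite itaconate, rose by log2 5.67, 6.89 and 5.54 in the same order, and PTX3, a soluble pattern recognition molecule, by 5.16, 5.32 and 4.75 (standard errors 0.33 and 0.31). Among the largest falls, SPRY2, an inhibitor of receptor tyrosine kinase signalling, changed by -2.77, -2.49 and -1.84 (standard error 0.27, adjusted p = 0.000133, 0.000308 and 0.00275 from limma). DUSP7, a phosphatase of MAP kinases, and DOK3, an adaptor that restrains immune receptor signalling, had -1.92, -2.09 and -1.32 and -1.89, -2.15 and -1.61. For each of these 6 genes, all 3 arrays of every stimulus lay beyond all 3 control arrays. In total 762 genes were called with live *P. gingivalis* (312 higher, 450 lower), 620 with LPS (304 and 316) and 417 with FimA (244 and 173), and 572, 454 and 265 of them kept an adjusted p under 0.05. Among all 9888 genes, 3075, 2587 and 2480 had no overlap between the treated and the control arrays, where chance alone gives 10%. The median change of all genes was -0.16, -0.18 and -0.12, and after cyclic loess scaling -0.11, -0.08 and -0.08, so that the share of called genes that rose goes from 40.9%, 49.0% and 58.5% to 48.3%, 64.1% and 66.4%, and for LPS the lower genes are the larger part before that scaling and the smaller part after it. Without control replicate 3 the counts are 1572, 1371 and 1099, with 337, 310 and 285 higher and 1235, 1061 and 814 lower. Over replicates 1 and 2 of each condition alone, a choice made after seeing the data, they are 1478, 1190 and 907, with 296, 295 and 250 higher and 1182, 895 and 657 lower, among which 678, 536 and 355 are calls of the 12 arrays with the same direction. In both alternatives, and with array weights (239 and 720), the lower genes are the larger part for FimA as well. Without control replicate 1 the higher genes are the larger part for live *P. gingivalis* (321 and 228) and LPS (348 and 170), so which direction holds more genes depends on which arrays are used.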

Figure 1 shows that macrophages responded to live *P. gingivalis* with the highest number of changes (677) in gene expression, although exposure to individual components also induced significant changes: LPS (575) and FimA (419). 

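328 genes were called for live *P. gingivalis*, for LPS and for FimA alike, and all of them moved in 1 direction across the stimuli, 185 higher and 143 lower. The neutrophil-attracting chemokines CXCL2 and CXCL3 were among the largest rises. CXCL2 had log2 fold changes of 6.17, 5.58 and 5.70 with live *P. gingivalis*, LPS and FimA (standard error 0.19, adjusted p = 1.88e-08, 5.73e-08 and 4.53e-08 from limma), and CXCL3 had 6.09, 5.80 and 5.84 (standard error 0.22). Of the genes that fell, LPAR6, a receptor for lysophosphatidic acid, had -2.37, -2.05 and -2.39 (standard error 0.23), YPEL4 had -1.95, -1.87 and -1.93 and NREP had -2.06, -1.82 and -1.86. The 3 treated arrays of each condition lay beyond all control arrays for each of these 5 genes. Across these genes the median absolute change was 1.56 with live *P. gingivalis*, 1.49 with LPS and 1.40 with FimA. If the 3 lists were independent, 0.237 genes would be higher and 0.252 lower in all of them. In 100 simulations of unchanged groups with shared controls there were none. Direct comparisons of 2 stimuli with limma called 0 of these genes, with 29, 16 and 16 at an unadjusted p under 0.05 for live *P. gingivalis* against LPS, live *P. gingivalis* against FimA and LPS against FimA, and 5, 0 and 4 once replicate number is a block. Without control replicate 3, 882 genes are called for all 3 stimuli, and over replicates 1 and 2 alone 621.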

There were 336 genes (subset V) shared among all three conditions. 

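Genes called for a single stimulus had smaller changes than the shared ones, and those called for live *P. gingivalis* alone mostly had changes of the same sign with LPS and FimA. CD44, the hyaluronan receptor of migrating leukocytes, had a log2 level of 6.46 ± 0.03 in control cells (SD, n = 3), 9.73 ± 0.63 with live *P. gingivalis*, 8.11 ± 2.13 with LPS and 7.76 ± 2.09 with FimA, and only the rise of 3.27 with live *P. gingivalis* was called (standard error 1.06, adjusted p = 0.0608, 0.346 and 0.542 for the 3 stimuli from limma). VIM, an intermediate filament protein, rose by 2.50 with live *P. gingivalis* and had 0.72 and 0.70 with LPS and FimA (standard error 0.69). The control level of this VIM probe set lay under the array medians, so its changes and their differences between stimuli are uncertain in size. GIMAP2, a GTPase of lymphoid cells, fell by 1.89 with live *P. gingivalis* and had -0.80 and -1.02 with LPS and FimA (standard error 0.53). Other probe sets of CD44, VIM and GIMAP2 are not given here. Subset I, called for live *P. gingivalis* only, held 282 genes (84 higher, 198 lower), with median absolute changes of 1.11, 0.80 and 0.75 with live *P. gingivalis*, LPS and FimA. Of these genes, 232 and 220 changed at least 1.5-fold in the same direction with LPS and with FimA, and 195 and 163 had an adjusted p under 0.25 there at any fold. Subset III, called for LPS only, held 145 genes (78 higher, 67 lower), led by interferon-inducible genes. Among them IFIT1 and OASL, antiviral effectors, rose by 4.40 and 4.32 with LPS and had -1.11 and 0.15 with live *P. gingivalis*, and PMAIP1, a mediator of apoptosis, rose by 3.55 and had 0.89 (standard error 0.65). Subset VII, called for FimA only, held 16 genes (11 higher, 5 lower), such as RDX, a linker of membrane and actin, with 1.37 (standard error 0.24, against 0.88 with live *P. gingivalis* and 0.99 with LPS), and EIF4E, the cap-binding translation factor, with 1.21 (0.99 and 0.99, standard error 0.24). On their brightest probe sets RDX has 0.85 and EIF4E -0.29 with FimA, and neither is called.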

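Being called for 1 stimulus alone is not a test of a difference between stimuli, so the stimuli were compared directly with limma. Between live *P. gingivalis* and LPS, 28 genes were called, 27 lower and 1 higher with live *P. gingivalis*. The higher gene was RGS2, a brake on G protein signalling, with a log2 level of 8.38 ± 0.28 with live *P. gingivalis* and 6.63 ± 0.27 with LPS (SD, n = 3), a difference of 1.75 (standard error 0.29, adjusted p = 0.0432) that is not called without LPS replicate 1 (adjusted p = 0.294), live *P. gingivalis* replicate 1 (adjusted p = 0.297) or live *P. gingivalis* replicate 2 (adjusted p = 0.264), with 4.16e-06 to 0.297 over all alternatives. The lower genes included IFIT2 and HERC5, both interferon-inducible, with -5.78 and -3.99 (standard errors 0.72 and 0.47). Between LPS and FimA, 19 genes were called, all higher with LPS, and all 19 were among the 27 that were lower with live *P. gingivalis*. CITED2, a transcriptional coregulator that fell with live *P. gingivalis* and FimA by 1.75 and 1.64 and had 0.12 with LPS, was called in both comparisons (-1.87 and 1.76, adjusted p = 0.00910 and 0.0200). Between live *P. gingivalis* and FimA limma called 0 genes, with 260 at an unadjusted p under 0.05, a smallest adjusted p of 1.00 and again 0 with replicate number as a block. With array weights 95 genes are called in this comparison. With an F test 19 are, but that test runs over all conditions, control included, and does not test this pair by itself. By subset, live *P. gingivalis* against LPS called 0 genes of subset I (40 at an unadjusted p under 0.05, 4 with the block), 23 of subset III (43 with the block) and 0 of subset VII (0 at an unadjusted p under 0.05 and with the block). With the block, 74 genes are called between live *P. gingivalis* and LPS (9 higher, 65 lower) and 53 between LPS and FimA. Without the block, the first of these counts goes from 28 over all arrays to 76 without control replicate 3, 15 without live *P. gingivalis* replicate 1 or 2, 17 without LPS replicate 1, 16 without LPS replicate 2 and 85 without LPS replicate 3. The second then goes from 19 to 38 without control replicate 3, 42 without LPS replicate 3 and 12 without FimA replicate 1. Over replicates 1 and 2 alone, they are 267 and 107, and 156 between live *P. gingivalis* and FimA, and subsets I, III and VII hold 545, 236 and 73 genes. Subset I falls to 176 genes without control replicate 1 and 187 without LPS replicate 2, subset III grows to 274 and 231 without LPS replicate 2 or 3, and subset VII holds 9, 37, 25, 36 and 51 without control replicate 2 or 3, live *P. gingivalis* replicate 3, or FimA replicate 2 or 3.

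**Figure D2:**
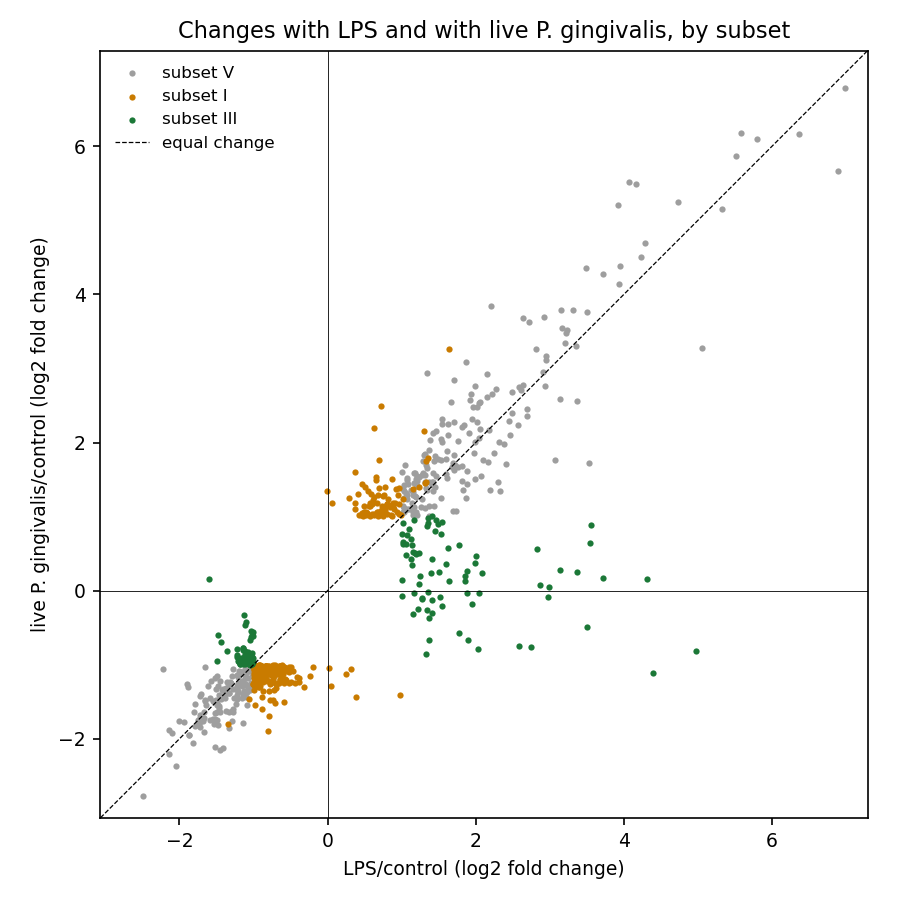
Log2 fold change against control with LPS and with live *P. gingivalis*, 1 on each axis as labelled, each point 1 gene of subset V, I or III. The genes called for live *P. gingivalis* alone lie mostly in the quadrants where both changes have the same sign. The interferon-inducible genes of subset III lie far from the diagonal, on the side of the larger LPS change.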

Only 11 genes were limited to the FimA-only subset (subset VII) while there were 120 to LPS-only subset (subset III), and 218 to live *P. gingivalis*-only subset (subset I). In addition, 80.2% of the genes for which expression was altered in response to FimA were also differentially expressed in response to both live *P. gingivalis* and to LPS. It has long been suggested that macrophages have evolved with an exquisite sensitivity to the presence of LPS, and activate many response genes specific to activation by LPS.

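Most genes called for FimA were called for the other stimuli too, with cytokine, chemokine and NF-kB genes among them. Of the 417 FimA genes, 78.7% were also called for live *P. gingivalis* and for LPS, against 52.9% of the LPS genes and 43.0% of the live *P. gingivalis* genes that were called for all 3. The share for FimA ran from 70.3% to 83.2% when any 1 array was left out. Examples are TNIP3, an inhibitor of NF-kB activation, with log2 changes of 2.59, 3.13 and 1.93 with live *P. gingivalis*, LPS and FimA, and TSLP, a cytokine that acts on dendritic cells, with 5.21, 3.92 and 3.96 (standard error 0.49). STEAP1, a protein of the cell membrane, fell with each of them, by 1.45, 1.58 and 1.67. Because each stimulus is set against the same 3 control arrays, the comparisons share chance values. Simulated unchanged groups with shared controls gave r = 0.498, 0.499 and 0.501 over all genes for the pairs live *P. gingivalis* and LPS, live *P. gingivalis* and FimA, and LPS and FimA. The observed values were 0.859, 0.920 and 0.901, with 85%, 85.3% and 87.5% of the genes having the same sign in both against 66.7%, 66.6% and 66.6% in the simulations. The covariance of the changes was 0.327, 0.305 and 0.290 against 0.0529, 0.0530 and 0.0532, a difference of 0.274, 0.252 and 0.237. In the same order, 202, 211 and 207 genes were higher in both comparisons, where independent lists would share 9.59, 7.70 and 7.50, and 237, 156 and 155 were lower in both, against 14.4, 7.87 and 5.53. With only 3 controls these cannot be split into separate sets, so part of the excess may come from the shared controls. Arrays with the same replicate number also correlated (r from 0.168 to 0.865 after the condition means were removed). How that bears on the simulated values was not tested.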

To delve more deeply into the macrophage response to live *P. gingivalis* versus its LPS and FimA, we focused on three groups for further analysis. The groups of genes were concatenated from the previously described seven subsets in the Venn diagram. *P. gingivalis* group (PG) selected from subset I includes the genes differentially expressed in the *P. gingivalis*-specific condition. The combination of subsets III, VI, and VII was defined as LPS-FimA group (LFG) where the genes are differentially expressed only in the existence of *P.gingivalis* byproducts, which means that the genes triggered by either byproduct were included. Finally, the Core group (CG) extracted from subset V was considered to be a common gene set that is required for general innate immune response. These three groups were used for further pathway analysis.

### Enrichment pathway analysis in group PG, LFG and CG

To gain underlying biological insights from the results of gene expression in these three groups, enrichment pathway analysis was implemented to uncover the major perturbed pathways under the specific groups of differentially expressed genes. There were a total of 842 of genes in three groups; 223 of these genes were functionally clustered in the various categories of KEGG pathways. Other available pathway databases, including PANTHER [11], Reactome [12], and BioCarta, were also implemented for gene annotation clustering. However, KEGG showed the highest coverage among total identified genes. Fisher’s exact test was applied to determine whether the proportion of the genes falling into each category was significant. The list of the mapping pathways is shown in Table 1. *P*-value indicates the probability of forming a group by random chance. 

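Gene lists for 33 functions and cell types, named from textbook knowledge, were set against the groups PG, LFG and CG with Fisher's exact test over the 9888 genes tested. The KEGG lists and the DAVID tool were not used here. CG, the genes called for all 3 stimuli, held more members than chance of NF-kB and its feedback inhibitors (13 of 18 genes, adjusted p = 1.70e-14), of the chemokines (10 of 23 genes, adjusted p = 3.62e-08), of the inflammatory cytokines (9 of 22 genes, adjusted p = 3.67e-07) and of antigen presentation and co-stimulation (7 of 21 genes, adjusted p = 5.33e-05). The immediate early transcription factors and MAPK phosphatases (6 of 35 genes, adjusted p = 0.0113) and the coagulation and fibrinolysis genes (3 of 11 genes, adjusted p = 0.0485) followed, and phagocytosis and actin remodelling (5 of 35 genes, adjusted p = 0.0502) missed the threshold of 0.05. REL, a subunit of NF-kB, rose by log2 3.34, 3.20 and 3.40 with live *P. gingivalis*, LPS and FimA, and its inhibitor TNFAIP3 by 2.72, 2.27 and 2.06. LFG, called for LPS or FimA but not for live *P. gingivalis*, held the interferon-stimulated genes (18 of 42 genes, adjusted p = 2.14e-18), RIG-I-like receptor signalling (6 of 18 genes, adjusted p = 1.64e-05), further inflammatory cytokines (4 of 22 genes, adjusted p = 0.0113) and Toll-like receptor signalling (4 of 28 genes, adjusted p = 0.0228). Of its 195 genes, 111 were higher and 84 lower, and 24 were called between live *P. gingivalis* and LPS. PG, called for live *P. gingivalis* alone, held no list beyond chance, the nearest being NFAT, B cell and T cell receptor type signalling (4 of 32 genes, adjusted p = 0.102) and apoptosis (3 of 23 genes, adjusted p = 0.176). LFG holds 299 genes without control replicate 3 and 323 without LPS replicate 2, and over replicates 1 and 2 alone 426.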

We found 13 pathways that matched significantly (*p*<0.001); most of them (11/13) correspond to host defense mechanisms. 

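Of 28 tested genes of Toll-like receptor signalling, 4 rose and 1 fell with live *P. gingivalis*, 4 rose and 2 fell with LPS, and 2 rose with FimA, the same counts when adjusted over the list alone. IRAK2, a kinase downstream of the receptors, rose by 2.74, 2.58 and 2.59 with live *P. gingivalis*, LPS and FimA (standard error 0.25). Its dimmer probe sets had 0.91, 0.93 and 0.96 (mean level 5.71), under 2-fold, and 0.01, 0.08 and 0.01 (mean level 3.47). IRF7, the interferon regulatory factor that these receptors can activate, rose by 1.99 with LPS and had 0.37 and 0.34 with live *P. gingivalis* and FimA (standard error 0.47). The list as a whole was higher than other genes with limma's camera (adjusted p = 0.0153, 0.000789 and 0.00283, medians 0.19, 0.12 and 0.21), but not with an estimated correlation (adjusted p = 0.228, 0.112 and 0.152 with an estimated correlation). The NF-kB genes moved far more. Of 18 genes of NF-kB and its feedback inhibitors, 14 rose with live *P. gingivalis*, 13 with LPS and 14 with FimA, again the same over the list alone, with medians of 2.16, 1.62 and 1.72 (camera adjusted p = 1.09e-23, 7.03e-23 and 8.44e-27, and 0.0391, 0.0412 and 0.0370 with an estimated correlation). NFKBIZ, which steers NF-kB to secondary target genes, rose by 4.27, 3.72 and 3.50, and IER3, a survival gene, by 3.69, 2.93 and 3.33. Set against the other stimuli, the list was higher with live *P. gingivalis* than with LPS (adjusted p = 0.000276, and 0.660 with an estimated correlation) and than with FimA (adjusted p = 4.84e-05, and 0.908 with an estimated correlation). Of 22 inflammatory cytokines, 12 rose with live *P. gingivalis*, 13 with LPS and 10 with FimA (12, 14 and 11 when adjusted over the list alone), with medians of 1.11, 1.55 and 1.00 (camera adjusted p = 1.44e-17, 1.53e-21 and 2.14e-18, and 0.0106, 0.00522 and 0.00905 with an estimated correlation). IL23A, a subunit of IL-23, rose by 5.51, 4.07 and 4.23 and IL1A, an alarm cytokine, by 5.49, 4.16 and 4.34 (standard errors 0.37 and 0.47). The cytokines were higher with live *P. gingivalis* and with LPS than with FimA (adjusted p = 7.34e-07 and 3.04e-05, and 0.174 and 0.215 with an estimated correlation). The Toll-like receptor result for live *P. gingivalis* is 0.0512 without control replicate 3 and 0.207 without the variance filter (0.00336 to 0.228 over all alternatives).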

According to pathway matching, we expected that each of the three stimuli, i.e., live *P.gingivalis*, LPS, fimbriae, would activate the macrophage through TLR2, a member of Toll-like receptor signaling pathway recognizing bacterial pathogen (See Table S1), and also the RIG-I-like receptor signaling pathway, and start to produce and secrete various types of cytokines for inflammatory responses. The secreted cytokines then triggered additional immune responses such as chemokine signaling pathway(s) and Jak-STAT signaling pathway to induce additional responses, e.g. migration, cellular polarization, apoptosis, etc. 

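Chemokine genes rose with every stimulus, genes of JAK-STAT signalling rose in smaller numbers, and few apoptosis genes passed the test. Of 23 chemokine genes, 10 rose with live *P. gingivalis*, 12 with LPS and 11 with FimA (11, 12 and 11 when adjusted over the list alone). CCL20, which attracts dendritic cells and lymphocytes, rose by log2 5.87, 5.51 and 5.54 (standard error 0.34). CXCL11, an interferon-inducible ligand of the receptor CXCR3, rose by 6.35 with LPS and 1.71 with FimA and had 0.84 with live *P. gingivalis*, and it was the 1 chemokine called between stimuli, with -5.51 for live *P. gingivalis* against LPS and 4.64 for LPS against FimA (4 and 3 chemokines when adjusted over the list alone). The chemokines stood above other genes with camera (adjusted p = 2.57e-12, 5.68e-18 and 1.33e-15), and with an estimated correlation only for LPS (adjusted p = 0.0993, 0.0412 and 0.0545 with an estimated correlation). LPS exceeded FimA over the list (adjusted p = 3.04e-05, and 0.716 with an estimated correlation), a result of 0.291 without FimA replicate 3 (1.65e-07 to 0.716 over the alternatives). Of 32 JAK-STAT genes, 6, 7 and 3 rose with live *P. gingivalis*, LPS and FimA (6, 8 and 4 adjusted over the list alone). STAT5A, a transcription factor of cytokine signalling, rose by 1.75, 1.43 and 1.49, and SOCS3, a feedback inhibitor, by 1.39, 1.33 and 1.12. The JAK-STAT median with live *P. gingivalis* was -0.01, its mean 0.21 and its camera direction up (adjusted p = 0.0439, 0.00194 and 0.00326 for the 3 stimuli, and 0.753, 0.506 and 0.549 with an estimated correlation). Of 23 apoptosis genes, 2 rose and 1 fell with live *P. gingivalis*, 2 rose with LPS and 1 with FimA (2 adjusted over the list alone). CFLAR, an inhibitor of caspase-8, rose by 2.15 with live *P. gingivalis* (standard error 0.91), and BCL2L1, an inhibitor of mitochondrial cell death, by 1.35 with LPS and 1.46 with FimA. The camera result for apoptosis was 0.240, 0.0161 and 0.0765, and for LPS 0.492 with an estimated correlation. These results depend on single arrays and on other choices. The JAK-STAT result for live *P. gingivalis* exceeds 0.05 without FimA replicate 3 (0.0505), LPS replicate 1 (0.0524), LPS replicate 2 (0.0583), LPS replicate 3 (0.0506), control replicate 3 (0.518), live *P. gingivalis* replicate 1 (0.0619) or live *P. gingivalis* replicate 2 (0.0774), and also with the block (0.0625), without the variance filter (0.308) and with only the 6 arrays of the 2 conditions (0.0822), and those for LPS and FimA do so without control replicate 3 (0.125 and 0.251), over ranges of 0.00332 to 0.753, 5.24e-05 to 0.506 and 5.68e-05 to 0.549. For apoptosis with LPS it is 0.125 without control replicate 3 and 0.0636 without LPS replicate 2, and 0.162 without the variance filter and 0.102 on the brightest probe sets. With FimA it is 0.0230 and 0.0231 without control replicate 1 or 2, 0.0474 with cyclic loess and 0.0428 without dim probe sets (0.00421 to 0.492 and 0.0230 to 0.738). SOCS3 loses its FimA call without FimA replicate 3 (0.94), CXCL11 its FimA call without FimA replicate 1 (adjusted p = 0.286), FimA replicate 3 (adjusted p = 0.401), control replicate 1 (adjusted p = 0.330) or control replicate 2 (adjusted p = 0.358) (0.000947 to 0.401), and CFLAR its call without live *P. gingivalis* replicate 3 (adjusted p = 0.264) (4.82e-05 to 0.264) and on its brightest probe set (0.96).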

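Macrophages share many signalling proteins with T and B cells, and of 32 tested genes of NFAT, B cell and T cell receptor type signalling, 4 rose and 4 fell with live *P. gingivalis*, and 2 rose and 2 fell with each of LPS and FimA (2 and 3 with FimA when adjusted over the list alone, and the same counts for the others). RCAN1, an inhibitor of calcineurin, the phosphatase that activates NFAT, rose by log2 2.00, 2.32 and 1.99 with live *P. gingivalis*, LPS and FimA. PPP3CC, a catalytic subunit of calcineurin, rose by 1.26, 1.03 and 1.17, and NFATC3, a member of the NFAT family, fell by 1.34, 1.42 and 1.29. As a list these genes stood with the others in camera (adjusted p = 0.627, 0.398 and 0.772, direction up with medians of -0.16, -0.18 and -0.16). T cell markers themselves, 9 genes tested, had 0 calls for any stimulus with limma, 0 at an unadjusted p under 0.05 and, with replicate number as a block, 1 that fell with live *P. gingivalis* (camera adjusted p = 0.682, 0.750 and 0.631). Over replicates 1 and 2 alone, chosen after seeing the data, the list passes for all 3 in the opposite direction (0.0384, 0.00177 and 0.0122), so a difference in T cell content from control is not excluded. Their median log2 level differed between arrays of 1 condition, at 8.21, 8.97 and 5.48 in control replicates 1, 2 and 3, 8.44, 8.25 and 6.63 with live *P. gingivalis*, 7.72, 7.51 and 6.67 with LPS and 8.22, 8.02 and 6.81 with FimA. Control replicate 3 decides several of these calls. Without control replicate 3 (0.83), PPP3CC is not called for live *P. gingivalis*, nor for LPS without LPS replicate 2 (0.95) or control replicate 3 (0.60) or FimA without control replicate 3 (0.74). NFATC3 is not called for FimA without FimA replicate 3 (-0.95), control replicate 1 (adjusted p = 0.315) or control replicate 2 (adjusted p = 0.267) (7.77e-05 to 0.315 over the alternatives) nor for any stimulus on its brightest probe set (-0.35, -0.65 and -0.51).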

In the list of the pathways, we found gene sets involved in T cell and B cell receptor signaling pathways, suggesting that the induced macrophage response would be expected to activate T and/or B lymphocytes. The results of mapping pathways illustrated that live *P.gingivalis* and its cell components were able to initiate innate and adaptive immune responses.

**Table 1:** The list of pathway category mapping from three groups of genes.

Pathway ID	Pathway name	Count^1^	Percent^2^	P-Value^3^	Fold enrichment	Fisher exact	CG 4	PG^4^	LFG^4^
04620	Toll-like receptor signaling pathway	22	3.1	1.30E-09	5	2.10E-10	54.5%	22.7%	22.7%
04060	Cytokine-cytokine receptor interaction	35	4.9	5.20E-09	3	1.60E-09	80.0%	5.7%	14.2%
04621	NOD-like receptor signaling pathway	16	2.2	3.70E-08	5.9	5.00E-09	93.7%	6.3%	0.0%
04622	RIG-I-like receptor signaling pathway	14	1.9	9.00E-06	4.5	1.70E-06	50.0%	7.1%	42.8%
04623	Cytosolic DNA-sensing pathway	12	1.7	1.90E-05	5	3.10E-06	66.6%	8.3%	25.0%
04210	Apoptosis	15	2.1	1.90E-05	3.9	4.20E-06	60.0%	26.6%	13.3%
04630	Jak-STAT signaling pathway	19	2.6	1.20E-04	2.8	3.90E-05	57.8%	21.1%	21.1%
04062	Chemokine signaling pathway	20	2.8	4.50E-04	2.4	1.70E-04	65.0%	30.0%	5.0%
05221	Acute myeloid leukemia	10	1.4	8.00E-04	3.9	1.80E-04	50.0%	40.0%	10.0%
05200	Pathways in cancer	27	3.8	2.00E-03	1.9	9.90E-04	59.2%	25.9%	14.8%
04010	MAPK signaling pathway	23	3.2	2.70E-03	2	1.30E-03	69.5%	21.7%	8.6%
04662	B cell receptor signaling pathway	10	1.4	5.00E-03	3	1.50E-03	60.0%	30.0%	0.0%
04660	T cell receptor signaling pathway	12	1.7	7.10E-03	2.5	2.50E-03	58.3%	41.6%	0.0%

1 Total count of genes from three groups.

2 The proportion of total count versus the number of genes in the pathway.

3 Only the mapped pathways with *p*-value <0.001 were shown.

4 PG indicates *P.gingivalis*-specific group. LFG indicates LPS and FimA-specific group, and CG presents core group sharing in *P.gingivalis* and it byproducts. The relative proportion of each group in the corresponding pathway category.

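3 genes of the NOD-like receptor list changed with every stimulus. NLRP3, the sensor of the best-known inflammasome, rose by log2 2.92, 2.16 and 1.98 with live *P. gingivalis*, LPS and FimA (standard error 0.42). RIPK2, the kinase that passes on signals of NOD1 and NOD2, rose by 1.62, 1.89 and 1.62 (standard error 0.28, adjusted p = 0.00531, 0.00231 and 0.00799 from limma, all treated arrays above all controls). NLRC4, another inflammasome gene, fell by 1.77, 1.72 and 1.62 (standard error 0.20). AIM2, a sensor of DNA in the cytosol, rose by 1.41 with LPS and had -0.12 and 0.19 with live *P. gingivalis* and FimA. The receptors NOD1 and NOD2 were tested and not called, with -0.12, 0.20 and -0.17 and -0.26, -0.05 and -0.06. The brighter NOD1 probe set had 0.05, 0.18 and 0.14, so the sign turns there with live *P. gingivalis* and FimA. Of 24 tested members, 2 rose and 1 fell with live *P. gingivalis*, 3 and 1 with LPS, and 2 and 1 with FimA, the same when adjusted over the list alone. Of the 4 members that fall into PG, LFG or CG, 75% belonged to CG and 25% to LFG (Fisher's exact test for CG, adjusted p = 0.255). The list did not stand apart from other genes against control (camera adjusted p = 0.899, 0.393 and 0.940) and was higher with LPS than with FimA (adjusted p = 0.0233, and 0.850 with an estimated correlation). That difference is not called without FimA replicate 1 (0.0561), FimA replicate 2 (0.0504), FimA replicate 3 (0.0714) or LPS replicate 2 (0.561) nor without the variance filter (0.0985), without dim probe sets (0.0825) or on the brightest probe sets (0.154) (0.000106 to 0.850 over all alternatives), nor is AIM2 without LPS replicate 1 (adjusted p = 0.410), LPS replicate 2 (adjusted p = 0.385) or control replicate 3 (0.44) (0.00176 to 0.410).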

Notably in the NOD-like receptor signaling pathway responsible for detecting pathogens and generating the innate immune response, 93.7% of identified genes were shared (from CG); only 6.3% were found in PG and not in LFG, suggesting that this fundamental pathway can be triggered by different conditions of infection. 

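Of the genes for sensing viral RNA, a part rose with LPS, and none was called as raised with FimA or live *P. gingivalis*. Of 18 tested genes of RIG-I-like receptor signalling, 6 rose and 1 fell with LPS, 1 fell with live *P. gingivalis* (3 at an unadjusted p under 0.05), and FimA had 0 calls with limma and 0 at an unadjusted p under 0.05, counts that stay the same when adjusted over the list alone. ATG5, an autophagy gene that restrains this pathway, is the 1 that fell, by 1.08 with live *P. gingivalis* and 1.06 with LPS, and it is not called on its brightest probe set (-0.54 and -0.40). All 6 risen genes, among them the interferon regulatory factor IRF7, belonged to LFG, where 100% of the 6 members with a group were found. The wider list of 42 interferon-stimulated genes had 22 genes that rose with LPS (27 when adjusted over the list alone), with a median log2 change of 1.50, against 4 that rose and 3 that fell with live *P. gingivalis* (2 and 0, median -0.03) and 2 that rose with FimA (1, median 0.14). HERC5, a ligase that attaches ISG15 to proteins, rose by 3.51 with LPS and had -0.49 and -0.12 with live *P. gingivalis* and FimA (standard error 0.47, adjusted p = 0.520, 0.00143 and 0.929 in the order live *P. gingivalis*, LPS and FimA). IRF8, a transcription factor of myeloid cells, rose by 1.74, 2.17 and 1.89 with live *P. gingivalis*, LPS and FimA. Of the 23 interferon-stimulated genes with a group, 78.3% lay in LFG, 13.0% in PG and 8.70% in CG. With limma's camera LPS raised the interferon list (adjusted p = 4.12e-20, and 0.268 with an estimated correlation) and the RIG-I list (adjusted p = 0.00188, and 0.506 with an estimated correlation), while live *P. gingivalis* and FimA gave 0.327 and 0.0619 for the first and 0.862 and 0.404 for the second. For live *P. gingivalis*, camera ranks both lists up although their medians were -0.03 and -0.12. The interferon list passes for live *P. gingivalis* without control replicate 1 (0.00777) or control replicate 2 (0.0313) and for FimA without FimA replicate 3 (0.0253), control replicate 1 (8.36e-05) or control replicate 2 (0.000946), and for FimA over all arrays also with cyclic loess (0.0474), without dim probe sets (0.0344) and on the brightest probe sets (0.0218), over ranges of 0.00348 to 0.915 and 8.36e-05 to 0.730. In these ranges, 0.00348 and 0.0161 over replicates 1 and 2 alone, chosen after seeing the data, are in the opposite direction. The RIG-I list with LPS is not called without control replicate 3 (0.0915) (3.82e-05 to 0.506). ATG5 loses its live *P. gingivalis* call without control replicate 1 (-0.80), control replicate 2 (-0.98) or live *P. gingivalis* replicate 2 (-0.99) and its LPS call without LPS replicate 1 (-0.97), LPS replicate 3 (-0.96), control replicate 1 (-0.78) or control replicate 2 (-0.96).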

For the RIG-I-like receptor signaling pathway, PG (7.1%) was poorly represented whereas 42.8% of genes in the pathway came from LFG, suggesting that several key genes involved in the pathway are only activated by *P.gingivalis* byproducts.

### Gene regulation in three groups confirmed by quantitative real-time PCR

From those significantly regulated pathways identified by enrichment analysis, several key regulated genes that only mapped to either PG or LFG were selected and further validated by quantitative real-time PCR (Figure 2, Table 2). 

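Of the 11 genes that the paper lists with qPCR values, while its methods name 12, limma called 0 between live *P. gingivalis* and LPS on the arrays. The largest differences were in SOCS1, a feedback inhibitor of cytokine signalling, and in the LPS receptor TLR4, both lower with live *P. gingivalis*. For each gene the log2 difference between live *P. gingivalis* and LPS is followed by the ratio and the adjusted p from limma. They were -1.60 (0.329, 0.314) for SOCS1, -0.88 (0.542, 0.996) for TLR4, 0.61 (1.53, 1.00) for the kinase PRKCD, -0.54 (0.685, 1.00) for PRKACB, a catalytic subunit of protein kinase A, 0.53 (1.44, 1.00) for the transcription factor NFATC1 and 0.50 (1.41, 1.00) for PIK3R5, a regulatory subunit of PI3K. For the others they were 0.29 (1.22, 1.00) for the Arf exchange factor PSD3, 0.23 (1.17, 1.00) for the co-stimulatory receptor CD40, 0.08 (1.06, 1.00) for the DNA repair enzyme UNG, 0.05 (1.04, 1.00) for the caspase CASP6 and -0.01 (0.990, 1.00) for the death adaptor FADD, with standard errors from 0.201 to 0.504 over the 11 genes (n = 3 arrays each). Without the adjustment, 2 of the 11 had p under 0.05. CASP6 was lower with every stimulus, with -0.64, -0.69 and -0.67 for live *P. gingivalis*, LPS and FimA (standard error 0.23, adjusted p = 0.0889, 0.0755 and 0.126), and was not called, while its other probe set had -1.37, -0.98 and -0.96, and the first of these is called. SOCS1 is called with replicate number as a block (-1.60, adjusted p = 0.0333) and without LPS replicate 3 (adjusted p = 0.00709) or control replicate 3 (adjusted p = 0.118), over 6.92e-06 to 1.00, and TLR4 without live *P. gingivalis* replicate 3 (-1.28) (0.000306 to 1.00).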

In order to quantitatively catch the relative changes of differential gene expressions between PG/control and LPS/control, we parallelly included FC ratio from both qPCR and microarray in Table 2 in which PG/control divided by LPS/control. 

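NFATC1, a transcription factor of cytokine genes that calcineurin activates, rose from a log2 level of 7.22 ± 0.34 in control cells to 8.23 ± 0.38 with live *P. gingivalis* (SD, n = 3), and had 7.70 ± 0.28 with LPS and 7.86 ± 0.27 with FimA. The log2 fold changes were 1.01, 0.48 and 0.64 (standard error 0.25, adjusted p = 0.0239, 0.236 and 0.172 from limma), folds of 2.01, 1.40 and 1.56. All 3 arrays of each stimulus lay above all 3 controls, and only live *P. gingivalis* passed the fold threshold. That rise sits at the threshold and falls below it without control replicate 3 (0.81) or live *P. gingivalis* replicate 3 (0.80), and with array weights (0.67). The array carries 4 other probe sets for this gene, with 0.19, 0.25, 0.29 and 0.42 for live *P. gingivalis*, none of which reaches 1.5-fold.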

The *NFATC1* gene, selected from PG of the three groups, functioned as a transcription factor for cytokine genes to activate T cell immune response and showed up-regulation in both PG/control and LPS/control from microarray data (Figure 2A). However, PG/control had higher degree of fold change compared to LPS/control which was confirmed by qPCR results (Figure 2B). TLR4, which sensitively detects LPS on Gram-negative bacteria and activates the innate immune system, was identified from LFG, and the gene was confirmed by qPCR that highly expression in LPS/control compared to PG/control. 

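TLR4, the receptor for bacterial LPS, had a log2 level of 6.55 ± 0.37 in control cells, 6.54 ± 0.68 with live *P. gingivalis*, 7.43 ± 0.31 with LPS and 7.13 ± 0.14 with FimA (SD, n = 3). Its log2 changes were -0.01, 0.88 and 0.57 (standard error 0.31, adjusted p = 0.992, 0.0930 and 0.330 from limma), and no change reached 2-fold. All LPS and all FimA arrays lay above all controls. The other probe sets had 0.94, 0.99 and 1.12 with LPS and 0.01, 0.25 and 0.03 with live *P. gingivalis*. Without control replicate 3 the LPS change is 1.08 and is called (0.000284 to 0.263 over all alternatives).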

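CD40, a receptor through which T cells activate macrophages, rose with live *P. gingivalis* and with LPS. Its log2 level was 4.93 ± 0.10 in control cells, 6.26 ± 0.28 with live *P. gingivalis*, 6.03 ± 0.98 with LPS and 5.68 ± 0.98 with FimA (SD, n = 3), which gives changes of 1.33, 1.10 and 0.75 (standard error 0.50, adjusted p = 0.102, 0.180 and 0.446 from limma). Every treated array lay above every control array. The live *P. gingivalis* call is lost on the brightest probe set (0.75), and the LPS call there (0.96), without the variance filter (adjusted p = 0.261) and without LPS replicate 3 (0.53), control replicate 1 (adjusted p = 0.366) or control replicate 2 (adjusted p = 0.285) (over 0.0309 to 0.520). The other probe sets had 0.75, 1.13 and 1.18 with live *P. gingivalis* and 0.96, 1.40 and 1.32 with LPS, each higher with LPS, unlike the probe set used. With FimA they had 0.86, 1.22 and 1.14, above 2-fold on some of them, unlike the 0.75 of the probe set used.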

The *CD40* gene, functioning as a inflammatory cytokine induced by TLR2/TLR4- dependent Toll-like receptor signaling pathway [13], exhibited higher up-regulation in PG/control than in LPS/control consistent with the fact that *P. gingivalis* is known to predominantly engage TLR2 as well as TLR4. However, in qPCR result, the value of up-regulation in PG/control was less than in LPS/control. FADD is an adaptor molecule transmitting signals for apoptosis which may also be important for early T cell development; CASP6 functions as apoptosis-related cysteine peptidase. Both genes showed higher up-regulation in PG/control from qPCR data. The *SOCS1* gene, functioning as a key physiological component directly interacting with cytokine regulators to the immune system, displayed higher up-regulation in LPS/control. In addition, PKC (protein kinase C), PI3K (phosphoinositide-3-kinase), and PKA (protein kinase A) found in multiple pathways, including chemokine signaling, apoptosis, Jak-STAT signaling, and B cell and T cell receptor signaling. Both *PKC* and *PKA* genes showed higher up-regulation in PG/control, whereas *PI3K* gene expressed higher up-regulation in LPS/control in both qPCR and microarray data. 

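SOCS1, which shuts down signalling by interferon and cytokine receptors, was called for LPS and for no other stimulus. Its log2 level was 5.38 ± 0.40 in control cells, 5.12 ± 0.05 with live *P. gingivalis*, 6.72 ± 0.87 with LPS and 5.60 ± 0.27 with FimA (SD, n = 3), changes of -0.26, 1.35 and 0.22 (standard error 0.36, adjusted p = 0.671, 0.0373 and 0.803 from limma). The LPS arrays lay above all controls and above all arrays with live *P. gingivalis*. The difference between LPS and FimA was 1.13 (adjusted p = 1.00) and is called with the block (adjusted p = 0.249), without LPS replicate 3 (adjusted p = 0.0442), and with array weights (0.000457 to 1.00 over all). The LPS call is lost without LPS replicate 2 (0.97). The brightest probe set had 0.66, 2.49 and 0.86 with live *P. gingivalis*, LPS and FimA, so the sign with live *P. gingivalis* turns there, and the remaining ones with LPS had 0.22 and -0.09.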

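Of the kinase genes read here for PKC, PI3K and PKA, the first pair rose with live *P. gingivalis* and the last fell. PRKCD, the delta isoform of protein kinase C, had log2 changes of 1.18, 0.57 and 0.76 with live *P. gingivalis*, LPS and FimA (standard error 0.34, adjusted p = 0.0412, 0.310 and 0.231 from limma), from a control level of 8.55 ± 0.45 (SD, n = 3). PIK3R5, a regulatory subunit of PI3K gamma, had 1.02, 0.52 and 0.60 (standard error 0.26, adjusted p = 0.0250, 0.216 and 0.211), from 8.09 ± 0.06. PRKACB, a catalytic subunit of protein kinase A, had -1.43, -0.88 and -0.83 (standard error 0.29, adjusted p = 0.0104, 0.0694 and 0.127), from 8.48 ± 0.12. All treated arrays lay above the controls for PIK3R5 and below them for PRKACB, and for PRKCD those with live *P. gingivalis* did. PIK3R5 is not called without control replicate 2 (0.99), live *P. gingivalis* replicate 1 (0.92) or live *P. gingivalis* replicate 3 (0.92), nor PRKCD without control replicate 2 (1.00), while PRKCD is called for FimA without FimA replicate 2 (1.01) or control replicate 3 (1.01) and PRKACB for LPS without LPS replicate 2 (-1.01). Other probe sets had 0.68 and 0.16 for PIK3R5 and -1.03 and -0.31 for PRKACB with live *P. gingivalis*.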

ArfGEF plays an important role in vesicular transport for endocytosis, and UNG, uracil-DNA glycosylase, located in the pathway of primary immunodeficiency, and both genes showed higher up-regulation in PG/control confirmed by qPCR.

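PSD3, an exchange factor for the GTPase ARF6 that acts in endocytosis, rose from a log2 level of 7.02 ± 0.50 in control cells to 8.16 ± 0.28 with live *P. gingivalis* and had 7.87 ± 0.92 with LPS and 7.91 ± 0.47 with FimA (SD, n = 3). The changes were 1.14, 0.85 and 0.89 (standard error 0.42, adjusted p = 0.0951, 0.217 and 0.260 from limma), and its other probe sets had 1.07 and 0.92 with live *P. gingivalis*. CYTH4, a cytohesin that also activates Arf GTPases, fell by 1.22 with LPS and 1.16 with FimA and had -0.98 with live *P. gingivalis*. Among 15 tested Arf GTPases and exchange factors these were the only calls, 1 that rose with live *P. gingivalis* and 1 that fell with each component (1 rose with live *P. gingivalis*, and 1 rose and 1 fell with each component, when adjusted over the list alone), and camera gave adjusted p = 0.103, 0.334 and 0.176. PSD3 is not called for live *P. gingivalis* without control replicate 1 (0.92), and it is called for LPS without LPS replicate 1 (1.09), LPS replicate 2 (1.13) or control replicate 3 (1.12) and for FimA without control replicate 3 (1.16), while CYTH4 is called for live *P. gingivalis* without control replicate 1 (-1.02), control replicate 2 (-1.01) or live *P. gingivalis* replicate 2 (-1.18).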

**Figure 2:**
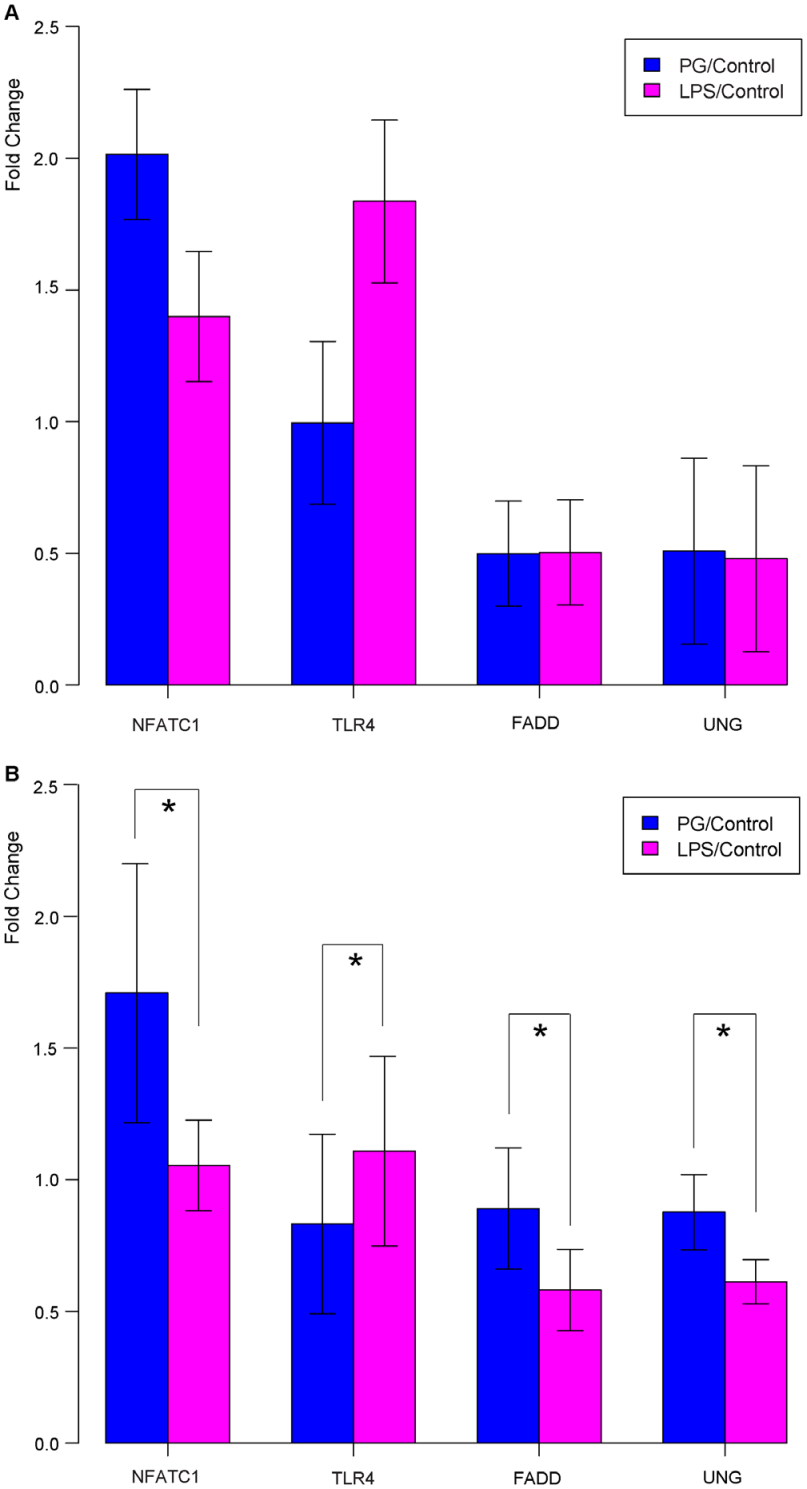
Real-time PCR demonstrates that relative transcription levels for *NFATC1*, *UNG*, *FADD* decrease in PG/LPS treatment while the level for *TLR4* increases. **A.** Comparison of gene expression between PG/Control and LPS/Control from microarray study. The *FADD* gene and *UNG* gene were selected for validation due to important host gene responding to *P.gingivalis* infection. **B.** Comparison of gene expression between PG/Control and LPS/Control from real-time PCR. Asterisks indicate statistically significant (p<0.05) differences in change of mRNA expression. The fold change is log2 scale.

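On the arrays FADD, the adaptor that links death receptors to caspase-8, fell with live *P. gingivalis*, and UNG, which removes uracil from DNA, fell with LPS. FADD had a log2 level of 8.90 ± 0.09 in control cells, 7.90 ± 0.22 with live *P. gingivalis*, 7.91 ± 0.28 with LPS and 8.16 ± 0.29 with FimA (SD, n = 3), or 0.499, 0.504 and 0.599 times the control level (standard error of the log2 change 0.20, adjusted p = 0.010, 0.0124 and 0.0613 from limma). UNG had 7.25 ± 0.85, 6.28 ± 0.26, 6.19 ± 0.35 and 6.31 ± 0.25 in the same order, changes of -0.97, -1.06 and -0.94 (standard error 0.36, adjusted p = 0.0938, 0.0775 and 0.160). All treated arrays lay below all controls for FADD, and for UNG the treated and control arrays overlapped. Both genes sit at the fold threshold. FADD loses its live *P. gingivalis* call without control replicate 1 (-0.95) or live *P. gingivalis* replicate 3 (-0.88) and with cyclic loess (-0.85), and gains an LPS call without LPS replicate 2 (-1.14), control replicate 2 (-1.03) or control replicate 3 (adjusted p = 0.00940). UNG loses its LPS call without LPS replicate 1 (-0.86), control replicate 1 (-0.79) or control replicate 2 (-0.84) (8.02e-05 to 0.273 over all alternatives), and gains a live *P. gingivalis* call without control replicate 3 (-1.46) or live *P. gingivalis* replicate 1 (-1.10) and a FimA call without FimA replicate 2 (-1.04) or control replicate 3 (-1.43) (0.000180 to 0.332 and 0.000282 to 0.493).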

**Table 2:** qPCR validation for selected genes from PG and LFG.

Gene symbol	P-value	FC ratio^1^ by qPCR	FC ratio^1^ by microarray	Group	EntrezID	Gene name	Pathway ID^2^
*NFAT*(*NFATC1*)	0.0250	1.58	1.43	PG	4772	Nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 1	04660; 04662
*TLR4*	0.1771	0.72	0.54	LFG	7099	Toll-like receptor 4	04620
*CD40*	0.7309	0.82	1.17	PG	958	CD40 molecule, TNF receptor superfamily member 5	04060; 04620
*FADD*	0.0419	1.54	0.99	LFG	8772	Fas (TNFRSF6)-associated via death domain	04210; 05200
*CASP6*	0.7603	1.25	1.03	PG	839	Caspase 6, apoptosis-related cysteine peptidase	04210
*SOCS1*	0.2653	0.66	0.33	LFG	8651	Suppressor of cytokine signaling	04630
*PKC*(*PRKCD*)	0.6690	1.22	1.52	PG	5580	Protein kinase C, delta	04062;
*PI3K*(*PI3KR5*)	0.2193	0.92	0.50	PG	23533	Phosphoinositide-3-kinase, regulatory subunit 5	04210; 04620; 04630; 04660; 04662; 05200; 05221
*PKA*(*PRKACB*)	0.7916	1.42	1.41	PG	5567	Protein kinase, cAMP-dependent, catalytic, beta	04010; 04062; 04210
*ArfGEF* (*PSD5*)	0.3661	1.13	1.22	PG	23362	Pleckstrin and Sec7 domain containing 3	04144
*UNG*	0.0098	1.43	1.06	LFG	7374	Uracil-DNA glycosylase	05340

1 FC ratio here indicated the ratio of PG/control over LPS/control.

2 The genes involved in the pathways showed in the Table1.

## Discussion

The present paper provides a comprehensive analysis of gene expression from microarray results of macrophages when exposed to live *P. gingivalis* and compared to its byproducts: LPS or fimbriae. Our bioinformatics approach allowed the identification of gene sets solely expressed when live bacteria are exposed to macrophages as opposed to bacterial by-products alone or in combination. Three groups of differentially regulated genes were identified: PG, LFG, and CG. The PG group was selected from subset I, with genes differentially expressed only in response to exposure to live *P. gingivalis*-specific condition. Group LFG, the union of subsets III, VI, and VII, included the genes whose regulation appeared to be altered only in the response to *P.gingivalis* byproducts. Group CG represents the gene set activated in both conditions, which we suggest forms the backbone of human macrophage immune responses to *P.gingivalis* infection. Further study of these groups may identify key genes involved in acute and chronic stages during infection as well as the shared mechanisms in both conditions. Our main observation proposes novel clues potentially involved in phagocytosis during infection process.

We then analyzed the individual contribution of each group among the mapped pathways (Table 1). 

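Genes shared by the 3 stimuli made up most of the NF-kB, chemokine and antigen presentation genes with a group, and few of the antiviral ones. Of the members that fell into CG, LFG or PG, CG held 100% of 13 NF-kB genes, 83.3% of 12 chemokine genes, 70.0% of 10 genes of antigen presentation and co-stimulation, 62.5% of 8 phagocytosis genes, 60.0% of 15 inflammatory cytokines and 54.5% of 11 immediate early genes. It held 37.5% of 8 JAK-STAT genes, 37.5% of 8 genes of NFAT, B cell and T cell receptor type signalling, 14.3% of 7 genes of Toll-like receptor signalling, where LFG held 57.1% and PG 28.6%, and 0 of 5 apoptosis genes, where PG held 60.0% and LFG 40.0%. Within the shared antigen presentation genes, ICAM1, an adhesion molecule for T cells, had log2 changes of 3.17, 2.95 and 2.84 and CD80, a co-stimulatory ligand, 2.10, 2.47 and 2.08 with live *P. gingivalis*, LPS and FimA. Among the immediate early genes, DUSP1, a phosphatase of MAP kinases, had 2.94, 1.34 and 1.82, and KLF4, a transcription factor of macrophage polarisation, rose by 3.37 with LPS and had 0.25 and 0.75 with live *P. gingivalis* and FimA. LPS and FimA differed by 2.62, which was not called (adjusted p = 0.424). Between live *P. gingivalis* and LPS KLF4 differed by -3.12 (adjusted p = 0.136 from limma), which is not called without LPS replicate 1 (adjusted p = 0.615), LPS replicate 2 (adjusted p = 0.776), live *P. gingivalis* replicate 1 (adjusted p = 0.385), live *P. gingivalis* replicate 2 (adjusted p = 0.468) or live *P. gingivalis* replicate 3 (adjusted p = 0.343) nor without the variance filter (adjusted p = 0.308) and spans 5.33e-08 to 0.776 over the alternatives. Of 35 immediate early genes, 12 rose and 1 fell with live *P. gingivalis*, and 10 rose and 1 fell with LPS and with FimA (12 and 1, 10 and 1 and 10 and 1 when adjusted over the list alone, camera adjusted p = 4.46e-12, 9.50e-11 and 5.39e-11, and 0.0391, 0.0412 and 0.0514 with an estimated correlation). DUSP1 loses its LPS call without LPS replicate 3 (0.93).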

CG certainly contributed the greatest proportion (>50%) to each pathway, referred to here as the core genes responding to general infection. Also, this result suggests that the host maintains a conserved defense mechanism core against different types of bacterial stimuli.

### Specific pathways induced by Group PG

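Of the NFAT transcription factors tested, NFATC1 was the member called for live *P. gingivalis* and for no other stimulus. Set against the components directly, the NFATC1 level with live *P. gingivalis* differed from that with FimA by log2 0.37 (standard error 0.25, adjusted p = 1.00 from limma), and LPS and FimA differed by -0.15 (adjusted p = 1.00). RCAN1, the calcineurin inhibitor that NFAT itself induces, differed by -0.31 between live *P. gingivalis* and LPS and 0.01 between live *P. gingivalis* and FimA, and NFATC3, another NFAT factor, by 0.08 and -0.05, and neither was called. Comparing live *P. gingivalis* with LPS, limma called 0 of the 32 genes of NFAT, B cell and T cell receptor type signalling, with 2 at an unadjusted p under 0.05, and comparing it with FimA again 0, with 1 at an unadjusted p under 0.05. The camera test of this list gave adjusted p = 0.725 and 0.741, and the 4 genes of this list that were called for live *P. gingivalis* alone (BLNK, NFATC1, PIK3R5 and, chosen after its values were seen, PIK3CB) include none with a called difference from either component.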

A key transcription factor – NFAT, which controls the production of cytokines for cell proliferation, differentiation and immune response, displayed up-regulation only in response to live *P.gingivalis* infection. NFAT could thus be an early signal for development of adaptive immune response after live *P.gingivalis* infection. In addition, several genes up-regulated in CG: *PKC*, *MARCKS*, and *PAP*, (See Table S1) relate to the activation of phagocytosis associated with endocytosis, whereas down-regulation of *Cofilin* in PG (See Table S1) might inhibit the phagocytosis process associated with phagosome-lysosome fusion. 

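MARCKS, a substrate of protein kinase C that ties the membrane to actin, rose from a log2 level of 5.42 ± 0.96 in control cells to 9.79 ± 0.44 with live *P. gingivalis*, 9.36 ± 0.77 with LPS and 9.55 ± 0.45 with FimA (SD, n = 3), changes of 4.38, 3.94 and 4.13 (standard error 0.49, adjusted p = 0.000392, 0.000903 and 0.000774 from limma). PLPP3, a lipid phosphatase and the member of the PAP family that changed, rose by 2.66, 1.93 and 2.36 (standard error 0.36). CFL2, which encodes an actin-severing cofilin, fell by 1.12 with live *P. gingivalis* and had -0.60 and -0.91 with LPS and FimA (standard error 0.22, adjusted p = 0.00986, 0.106 and 0.0413). The mean level of this CFL2 probe set was 4.84, under the array medians, so the sizes of these falls and their differences between stimuli are uncertain. CFL1, another cofilin gene, was tested and not called, with changes from -0.07 to 0.07 on its 2 brightest probe sets (mean levels of 12.34 and 13.61). Levels of different probe sets do not rank the 2 genes against each other. Of 35 tested genes of phagocytosis and actin remodelling, 7 rose and 1 fell with live *P. gingivalis*, and 5 rose with LPS and with FimA, the same counts when adjusted over the list alone. The list stood above other genes (camera adjusted p = 0.0423, 0.0277 and 0.00637, medians 0.16, 0.11 and 0.17, and adjusted p = 0.265, 0.268 and 0.152 with an estimated correlation). Of 36 genes of lysosome and phagosome maturation, SNAP23, a membrane fusion protein, fell by 1.24 with live *P. gingivalis*, and LPS and FimA had 0 calls with limma and 8 and 5 at an unadjusted p under 0.05 (camera adjusted p = 0.811, 0.630 and 0.274, direction up although the medians with live *P. gingivalis* and LPS were -0.09 and -0.13). Their other probe sets had the same sign for all 3 genes, with 3.67, 4.86, 3.09 and 3.43 for MARCKS, 2.30 and 2.16 for PLPP3 and -0.99 and -0.63 for CFL2 with live *P. gingivalis*. CFL2 is not called without control replicate 1 (-0.96) or on its brightest probe set and is called for FimA without FimA replicate 2 (-1.06) or control replicate 2 (-1.04), SNAP23 is not called without live *P. gingivalis* replicate 1 (-0.88), and the phagocytosis result exceeds 0.05 without control replicate 1 (0.0854) or live *P. gingivalis* replicate 3 (0.0831) for live *P. gingivalis* (0.00212 to 0.547) and without LPS replicate 2 (0.0560) or control replicate 1 (0.0807) for LPS (0.000789 to 0.283). Without the variance filter it is 0.547, 0.283 and 0.0894 for the 3 stimuli.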

Combination of each piece of information suggested that this phenomenon is similar to the pathogen intracellular invasion [14]. Those pathogens can enter macrophages through lipid rafts, cholesterol-enriched microdomains for cellular trafficking and signaling transduction, and prevent the fusion of phagosome with late endosome/lysosome [15]. Recently, Wang *et al*. found that *P. gingivalis* can also invade macrophage via lipid rafts [16]. The present data provide novel clues regarding the molecular control mechanism in phagocytosis pathway during the infection process.

### Specific pathways induced by Group LFG

It is notable that in the RIG-I-like receptor signaling pathway 42.8% of genes were found in LFG but only 6.3% in PG. 

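All 4 genes rose with LPS, and with live *P. gingivalis* and FimA limma called 0 of them, with 1 (DHX58 with live *P. gingivalis*) and 0 at an unadjusted p under 0.05. RIGI, a sensor of viral RNA, had a log2 level of 7.32 ± 1.25 in control cells, 7.39 ± 0.32 with live *P. gingivalis*, 10.19 ± 0.88 with LPS and 7.61 ± 0.18 with FimA (SD, n = 3), changes of 0.07, 2.87 and 0.29 (standard error 0.55, adjusted p = 0.942, 0.00990 and 0.838 from limma). IFIH1 (MDA5), a sensor of long double-stranded RNA, had changes of -0.08, 2.97 and 0.26 (standard error 0.22, adjusted p = 0.835, 2.34e-05 and 0.564) from a control level of 5.84 ± 0.26. DHX58 (LGP2), which regulates both sensors, had 0.48, 1.06 and 0.30 (standard error 0.18, adjusted p = 0.104, 0.00548 and 0.386) from 6.39 ± 0.25. ISG15, a ubiquitin-like antiviral protein, had 0.28, 3.13 and 0.26 (standard error 0.42, adjusted p = 0.689, 0.00146 and 0.797) from 9.07 ± 0.74. All 3 LPS arrays lay above all control arrays for each gene. DHX58 is not called without LPS replicate 1 (0.92) or control replicate 3 (0.96), and other probe sets had 2.36 and 0.04 with LPS for RIGI and 2.09 and 1.29 for IFIH1.

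**Figure D3:**
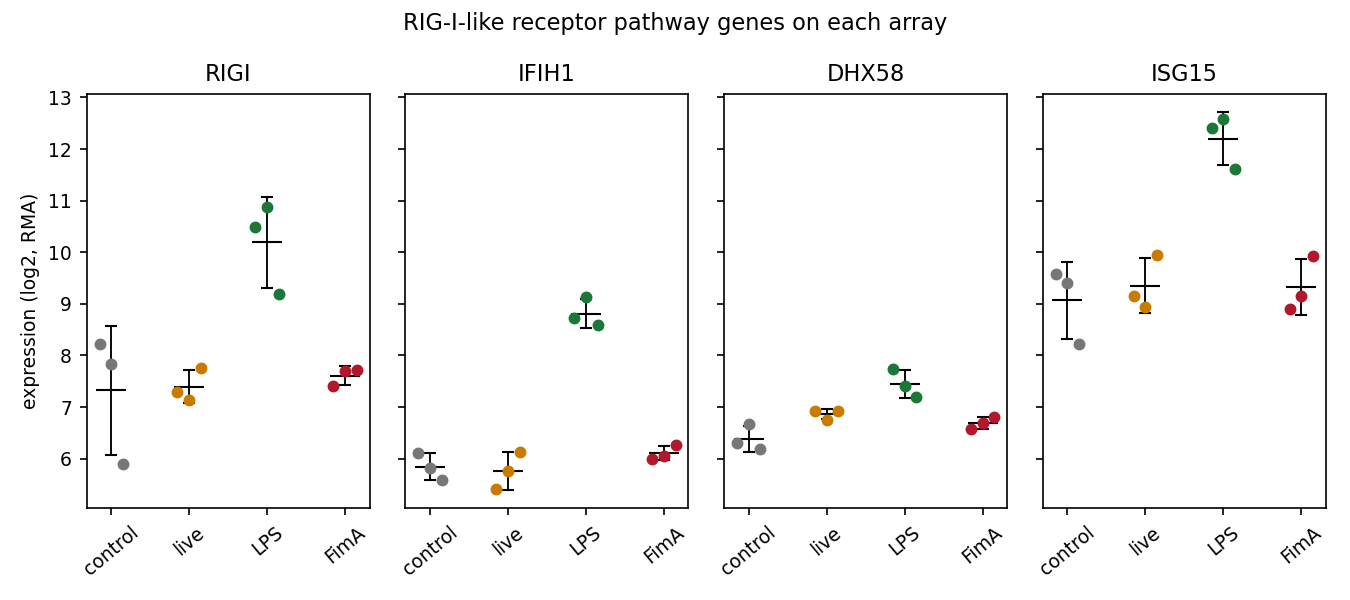
Log2 level of RIGI, IFIH1, DHX58 and ISG15 on each array (points, n = 3 per condition) with the mean and SD of each condition (bars). For each gene the LPS points lie highest.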

A small cluster of genes (*RIG-I*, *MDA5*, *LGP2* and *ISG15*; See Table S1) from LFG was mapped in this pathway, which is responsible for recognizing viral RNA and activating NF-κB, MAP kinases, and IRFs that control the release of inflammatory cytokines [17]. Recently, Kong *et al.* found that LPS from *E. coli*, by binding to TLR4, was able to induce the expression of RIG-I in macrophages which then activated LPS-induced phagocytosis [18]. Wang *et al.* found that the LPS-stimulated expression of TNF-α in macrophages can be divided into an early phase and a late phase, wherein the late phase is promoted by induction of RIG-I [19] while our experimental data included macrophage exposure to trigger for 2 hours reflecting early phase and future studies will include later time-points to reflect late phases. Until now, it is not clear if there is any correlation between RIG-I induced phagocytosis and the special “lipid raft” style of internalization of *P. gingivalis,* which could finally lead to other systematic chronic diseases. These results suggest an assistant role played by LPS when *P. gingivalis* invades the macrophage cells; in another words, LPS could help initiate and maintain the phagocytosis process.

### General inflammatory pathways shared in Group CG

From pathway analysis, CG represents the general signaling pathways for innate immune response induced by exposure to these three stimuli. *P. gingivalis* and its virulent byproducts bind to TLRs (mostly TLR2) and induce NFκB-dependent gene expression via the MyD88-p38 MAPK pathway. 

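TLR2, the receptor for bacterial lipoproteins, rose with live *P. gingivalis* and FimA, and NFKB1, a subunit of NF-kB, rose with every stimulus. TLR2 had a log2 level of 9.50 ± 0.20 in control cells, 10.96 ± 0.26 with live *P. gingivalis*, 10.45 ± 0.39 with LPS and 10.53 ± 0.25 with FimA (SD, n = 3), changes of 1.47, 0.96 and 1.04 (standard error 0.23, adjusted p = 0.00296, 0.0234 and 0.0268 from limma). NFKB1 changed by 2.21, 1.82 and 1.97 (standard error 0.16, adjusted p = 1.46e-05, 7.42e-05 and 5.01e-05). MYD88, the adaptor of these receptors, had -0.08, 0.10 and -0.15 and was below the variance filter. TLR2 loses its FimA call without FimA replicate 1 (0.98), FimA replicate 2 (0.96) or control replicate 3 (0.94) and with array weights (0.99), and it is called for LPS without LPS replicate 3 (1.18) or control replicate 1 (1.06) and with cyclic loess (1.22).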

The activation of NFκB and MAPK is quick and helps to produce pro-inflammatory cytokines, such as TNFα, IL-1β and IL-6. 

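TNF, IL1B and IL6, which encode the cytokines named here, rose with every stimulus. TNF had a log2 level of 8.06 ± 1.03 in control cells, 13.30 ± 0.10 with live *P. gingivalis*, 12.79 ± 0.37 with LPS and 12.63 ± 0.24 with FimA (SD, n = 3), folds of 37.8, 26.5 and 23.8. IL1B changed by log2 4.50, 4.23 and 4.24 (standard error 0.25, adjusted p = 3.53e-06, 5.68e-06 and 5.63e-06 from limma) and IL6 by 6.17, 6.36 and 5.11 (standard error 0.41, adjusted p = 7.83e-06, 6.86e-06 and 3.51e-05), with all treated arrays above all controls for the 3 genes. IL6 differed between LPS and FimA by 1.25 (adjusted p = 1.00), which is called once replicate number is a block (adjusted p = 0.125, over 0.00265 to 1.00).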

The NOD-like receptor (NLR) family plays an important role in intracellular ligand recognition, followed by activation of NFκB and MAPK, cytokine production and apoptosis pathways. The produced cytokines can trigger innate or adaptive immune responses by binding to specific receptors on macrophage and other immune cell surfaces and resulting in host defense, cell growth, differentiation, and cell death. The main pathways involved are summarized in Figure 3, which includes Toll-like receptor, MAPK, NOD-like receptor, Jak-STAT, chemokines and apoptosis signaling pathways, and cytokine-cytokine receptor interactions.

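Several further genes of these pathways changed with all stimuli. CXCL1, a ligand of neutrophil receptors, rose by log2 4.69, 4.29 and 4.40 with live *P. gingivalis*, LPS and FimA (standard error 0.35), and IL1R1, the receptor of IL-1, rose by 1.25, 1.87 and 1.15 (standard error 0.21, adjusted p = 0.00504, 0.000498 and 0.0120 from limma). Both stood above control on every treated array. A dimmer IL1R1 probe set, with a mean level of 4.35 under the array medians, had 0.28, 0.27 and 0.26. The paper reasons from its shared group CG as a whole to a core response, which it proposes as the backbone of macrophage immunity to the bacterium. From NFATC1, called for live *P. gingivalis* alone, it proposes an early signal of adaptive immunity. From RIGI and its neighbours, which rose with LPS, it raises the possibility that the live bacterium and its products start phagocytosis by distinct mechanisms. The genes above give the levels behind the first step, and the arrays hold no measure of phagocytosis, antigen presentation or later lymphocyte activation, so the proposed steps beyond gene levels cannot be tested with them.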

**Figure 3:**
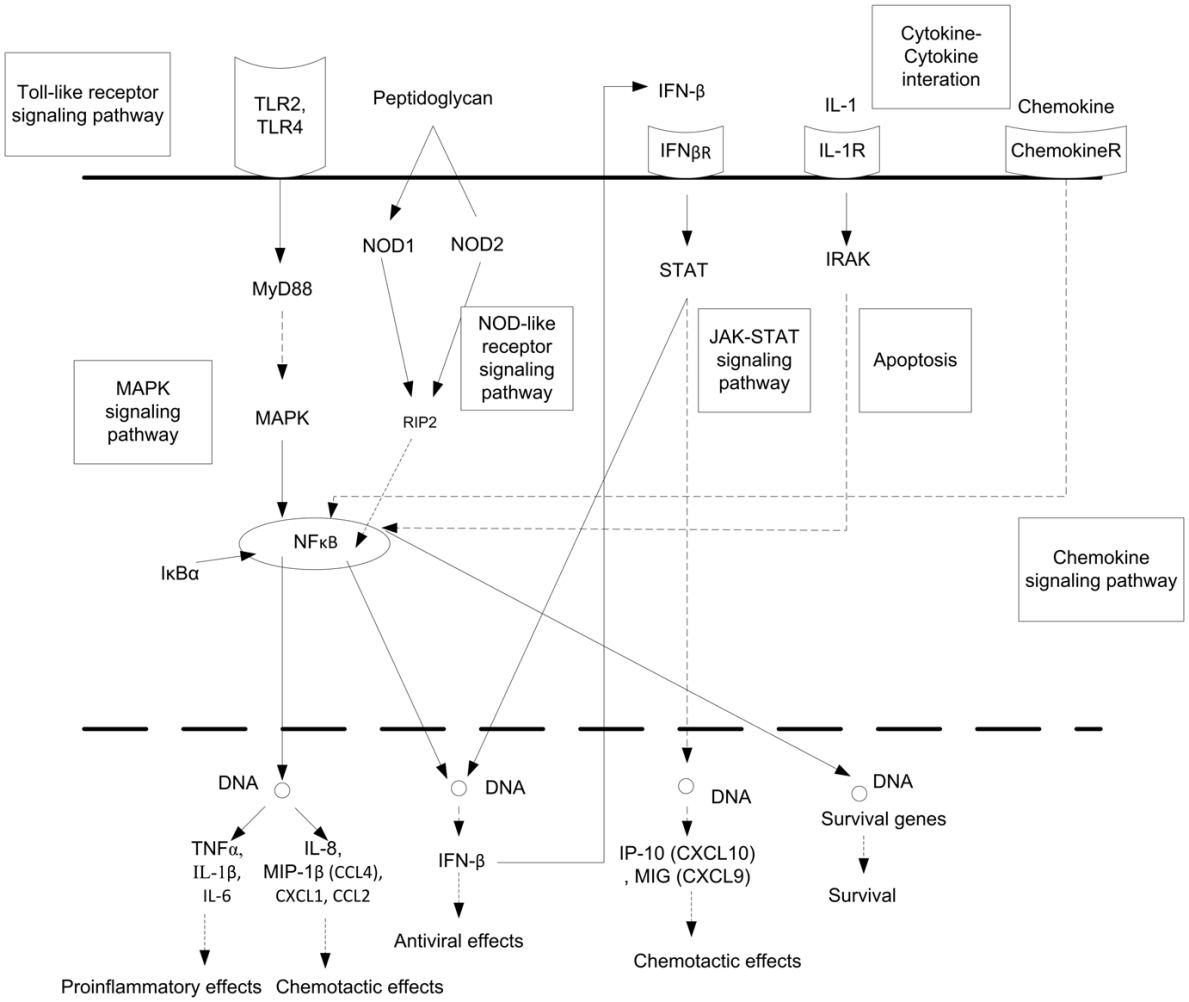
The overall framework of the innate immune response triggered by all three stimuli. Pathways in CG were used in constructing the general regulatory pathway. Not all the genes shown in this pathway were up- or down-regulated across three conditions. 7 pathways were involved: Toll-like receptor signaling pathway, NOD-like receptor signaling pathway, Jak-STAT signaling pathway, MAPK signaling pathway, apoptosis, chemokine signaling pathway, and cytokine-cytokine receptor interaction.

### Biological insight from the differential pathways

Phagocytosis has been known to be an important process in host defense. In addition, for pathogenic invasion it is also an initial stage of local chronic disease that sometimes develops into distal chronic disease [8], [20], [21]. The interaction between pathogen and host cells can be divided into three situations: 1) the pathogen camouflages itself to prevent phagocytosis (local chronic infection); 2) the macrophage captures the pathogen by phagocytosis, and the phagosome successfully fuses with lysosome (acute infection that resolves); 3) the pathogen is phagocytosed but prevents the fusion between phagosome and late endosome/lysosome (local and distal chronic infection). Several studies have revealed the critical role played by FimA in the internalization of *P. gingivalis* into macrophages [7], [22]. 

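Tested directly, IFIH1 and ISG15 were higher with LPS than with live *P. gingivalis* and than with FimA. IFIH1, the sensor MDA5, differed between live *P. gingivalis* and LPS by log2 -3.05 (standard error 0.22, adjusted p = 0.000247 from limma) and between LPS and FimA by 2.71 (adjusted p = 0.000634). ISG15, the ubiquitin-like protein, gave -2.85 and 2.87 (adjusted p = 0.0194 and 0.0249), RIGI -2.80 and 2.58 (adjusted p = 0.140 and 0.313), and DHX58 -0.58 and 0.76 (adjusted p = 0.787 and 0.457). Between live *P. gingivalis* and FimA the 4 genes differed by -0.34, 0.02, -0.22 and 0.18, with 0 called and 0 at an unadjusted p under 0.05. IFNB1, which encodes interferon beta, rose by 3.72 with LPS and had 0.17 and 0.24 with live *P. gingivalis* and FimA. It differed by -3.55 between live *P. gingivalis* and LPS and 3.47 between LPS and FimA (adjusted p = 0.000495 and 0.000634). Its level in control cells, and with live *P. gingivalis* and FimA, lay under the array medians. The sizes of its rise with LPS and of both differences are therefore lower bounds. Of the RIG-I list, 3 genes were lower with live *P. gingivalis* than with LPS and 2 higher with LPS than with FimA (4 and 4 when adjusted over the list alone). Of the interferon-stimulated genes, 12 and 9 were (25 and 24 over the list alone, 19 and 15 with replicate number as a block), with medians of -1.50 and 1.28 (camera adjusted p = 2.96e-42 and 2.32e-66, and 0.442 and 0.135 with an estimated correlation). For the RIG-I list camera gave adjusted p = 8.79e-09 and 1.59e-10, and 0.660 and 0.313 with an estimated correlation. RIGI is not called against live *P. gingivalis* without FimA replicate 1 (adjusted p = 0.255), FimA replicate 2 (adjusted p = 0.260), LPS replicate 1 (adjusted p = 0.764), LPS replicate 2 (adjusted p = 0.791), live *P. gingivalis* replicate 1 (adjusted p = 0.606) or live *P. gingivalis* replicate 2 (adjusted p = 0.785) (over 7.99e-09 to 0.791), and is called against FimA with the block (adjusted p = 0.0950) and without LPS replicate 3 (adjusted p = 0.0629), control replicate 1 (adjusted p = 0.207) or control replicate 3 (adjusted p = 0.0130) (over 3.86e-08 to 1.00). On its brightest probe set IFIH1 has -1.90 and 1.77 and is not called (over 1.04e-08 to 0.643 and 8.59e-08 to 1.00).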

In our study, *RIG-I* and its neighbor genes in the RIG-I-like receptor signaling pathway were significantly up-regulated in macrophages exposed to bacterial components but not live *P. gingivalis* (the LFG but not the PG). This result suggests that live *P. gingivalis*- or its byproducts may induce phagocytosis via distinct mechanisms, *e.g.* RIG-I-independent without fusion, vs. RIG-I-dependent with phagosome-lysosome fusion, which might pertain to the mechanisms distinguishing between acute and chronic infection.

### Implications in Acute vs. Chronic infections

Given the facts that administration of live bacteria through multiple routes replicates many of the characteristics seen in acute infections such as clinical sepsis [23] while chronic infections being a local insult are usually obtained in animals using bacteria products such as LPS or fimbria or very low concentration of live bacteria. [23], [24], [25] we speculate that the gene set representing that PG could reflect genes expressed acute infection while LFG could reflect genes expressed in more chronic infections. Indeed septic shock which is the epitome of acute infection in animals is mostly obtained after administration of live bacteria; in contrast the use of LPS to generate an endotoxic response requires the animals to be artificially pre-sensitized using drugs like D-galactosamine which inflict liver toxicity and does not mimic clinical settings [26], [27].

By studying the host responses stimulated by exposing human macrophages to either live *P. gingivalis*, LPS and FimA, we identified pathways involved in both general innate immune response, as well as potentially distinct effects on phagocytosis induced by different stimuli. This approach may help to discern the connection between infectious environments and infection phase transition from acute to chronic stage. Identification of the molecular signature from PG, LFG and CG may one day help us distinguish between acute and chronic infection in clinical diagnosis.

## Materials and Methods

### Bacterial strain and macrophage preparation

*P. gingivalis* 381 (ATCC) was cultured anaerobically, as described previously [28]. Protein-free LPS from *P*. *gingivalis* 381 was extracted with phenol-water and purified by cesium chloride isopyknic density gradient ultracentrifugation followed by re-purification, and FimA was purified by size exclusion chromatography, as previously described [28]. The preparation of macrophage culture is described in Zhou et al [29].

### Exposure of macrophages with *P. gingivalis* and its components

Adherent macrophages were infected with live *P*. *gingivalis* at indicated multiplicities of infection (MOI). Live *P*. *gingivalis* 381 were diluted in media to a concentration of 5×10^8^ bacteria per 50 µl, and added to cultures of macrophages. Purified LPS or FimA from *P. gingivalis* was added to cell culture media at indicated concentrations. Cells were incubated at 37°C in an atmosphere containing 5% CO_2_. Cells and supernatants were harvested for 2 hours after incubation with live *P. gingivalis* or its components.

### RNA preparation and microarray analysis

Two hours after infection with *P. gingivalis*, or treatment with *P. gingivalis* LPS, FimA, or saline (control), human macrophages were washed 3 times with ice cold PBS, and total RNA was extracted using an RNeasy Mini Kit according to the manufacturer’s instructions. Three independent experiments were performed for each condition. Synthesis of cDNA first and second strand was performed using the GeneChip Expression 3’-Amplification Reagents One-Cycle cDNA Synthesis Kit (P/N 900431). *In vitro* transcription (IVT) was performed using the GeneChip Expression Amplification Reagents kit-30 reactions (P/N 900449) and was carried out according to the standard Affymetrix protocols. Twenty micrograms of IVT material were used on each GeneChip Human Genome U133 Plus 2.0 array, which contains approximately 54674 gene probe sets. Hybridization and wash steps were based on the Affymetrix GeneChip Manual. Scanning was performed by the GeneChip Scanner 3000 7G scanner with Affymetrix GCOS v1.3 operating system.

### Data processing

The raw Affymetrix CEL files from three replicates for each condition were collected. The Bioconductor (open source software framework) packages running under R platform (a free statistical software environment) were used to process the raw data [30]. First the raw data were read from the CEL files into the object of class AffyBatch. We compared the expression of genes in macrophages under three conditions: live *P*. *gingivalis-*stimulated versus control, LPS-stimulated versus control, and FimA-stimulated versus control. For each condition, background correction and quantile normalization were adjusted by Robust Multichip Average (RMA) in the *Affy* package [31], followed by non-specific filtering (nsFilter) to eliminate the uninformative probe sets whose inconsistent phenotypes appeared in the three replicated arrays. The calculation of fold change and adjusted *p*-value (false discovery rate, FDR) under different conditions was implemented by *limma* package [32]. We selected differentially expressed genes, both up and down regulation, with fold change ≥2 and FDR <0.25 for further analysis. The normalized microarray data and the gene lists among the subsets can be accessed in supplementary materials. The microarray data has submitted to Gene Expression Omnibus database (GEO) and can be public access by GEO accession number- GSE24897.

### Pathway analysis

The three gene groups (PG, LFG and CG) were imported into DAVID [33] for pathway enrichment analysis. The purpose of pathway enrichment analysis is to identify pathways with a significant number of differentially expressed genes, and thereby connect those genes with corresponding functional feature, *i.e*. a pathway. Moreover, the information of up- and down-regulation of those genes as well as their positions in the pathways can provide indication of the positive or negative outcome of the pathway [34], [35], which is instrumental to estimate the impact exerted by the differentially expressed genes on the pathway. Fold enrichment (FE) is used to estimate the enrichment degree of a given pathway, which is defined as

where *m* denotes the number of “hits”(mapped genes) in the pathway, *M* denotes the number of genes in the pathway, *n* denotes the number of “hits” in the background and *N* denotes the number of total genes in the background. The p-values are estimated based on Fisher exact test and its modified version—EASE score [36], respectively.

DAVID [33] is an online database providing services for functional annotation and function classification. In the functional annotation section of DAVID, KEGG pathway (an online tool provided by Kyoto Encyclopedia of Genes and Genomes [37]) was selected as the only option for the enrichment analysis with the background gene set as Human Genome U133 Plus 2.0 Array. DAVID generated a list of enriched KEGG pathways for each uploaded gene set, as well as the corresponding information of *p*-value, count, percentage (%), and fold enrichment for each KEGG pathway. The *p*-value here stands for EASE score, a modified Fisher exact p-value, which reflects the probability that the uploaded list is associated with specific KEGG pathway by random chance. The pathways with *p*-value <0.001 were considered as significantly enriched pathways. We selected the pathways from the enrichment list and focused on the differentially expressed genes which distributed at the neighborhood on the pathway topology. We also provided a color scheme to present either up- or down-regulation of expression of the genes that mapped to KEGG pathways by KEGG IDs converted from Entrez gene IDs of those genes. A Perl script was used to generate pathway image files with colored genes through KEGG API.

### Quantitative Real Time-PCR validation

We selected 12 of genes mapped to different KEGG pathways for our microarray validation. The RNA was extracted from human macrophages with QuickGene RNA tissue kit SII and QuickGene-810, after macrophage 2-hour infection with *P. gingivalis* strain 381, treatment with LPS or saline as described before. Reverse transcription of RNA (1.5 µg) in each 30 µl of reaction was performed using iScript cDNA Synthesis kit (Bio-Rad) according to the manufacturer’s protocol. Primer sequences specific to 12 of target genes were generated with Beacon Designer software (Bio-Rad). Quantitative PCR was conducted using the iQ SYBR Green Supermix (Bio-Rad) in Bio-Rad iCycler. The amounts of mRNA expression from three independent samples were normalized to that of GAPDH (Glyceraldehyde 3-phosphate dehydrogenase).

## Supporting Information

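The supplement lists, for each gene kept, its log2 fold change in 6 comparisons, and the first part of its 9811 entries, which run in the order of the gene identifiers, was used here. The entries used include the cytokine genes IL1B and IL6, the chemokine gene CXCL2, MARCKS, NFATC1 and CFL2, but not TNF, TLR4, RIGI or ISG15. All values in these entries equal the differences of group means of the deposited log2 levels, with a largest difference of 5.00e-06. The probe set chosen here was also the one listed in 1567 of them. For these, the F statistic of limma computed here divided by the listed one had a median of 1.01 (0.993 to 1.06), and with replicate number as a block 1.56. Because the entries used are a part of the list chosen by identifier, they were not used for any count of overlap.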

Table S1 **The microarray gene expression data from three conditions.** The list of gene expression in three conditions shows six types of fold changes, including *P. gingivalis*/Control, LPS/Control, FimA/Control, *P. gingivalis*/LPS, *P. gingivalis*/FimA and LPS/FimA.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

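Gene expression was measured in human macrophages cultured from blood monocytes, after exposure for 2 h at day 9 to live *P. gingivalis*, LPS, FimA or a control treatment, on 12 arrays, 3 arrays per condition. The authors corrected the background, applied quantile normalization and summarised the probes by median polish with RMA, and the deposited values are the resulting log2 intensities. The versions of RMA, affy and limma that the authors used are not given in the sources used here. All columns of deposited values were used (columns not used: 0). The array medians lie between 4.85 and 4.96, and the number of arrays limits the precision.

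The table that pairs probe sets with genes gives 1 gene for 41097 probe sets, several for 1801 and none for 11777, and 62 are control probe sets. Of the 19777 genes, each was represented by the probe set with the largest interquartile range over the 12 arrays, and genes above the median interquartile range (quantile 0.5, a range of 0.238) were kept, which left 9888. This stands in for the nonspecific filter that the paper names. A linear model with 1 mean per condition was fitted to each gene with limma 3.58.1 (lmFit, contrasts.fit and eBayes) in R 4.3.3, with data.table 1.17.8, giving 8 residual degrees of freedom and 3.21 prior degrees of freedom. Each stimulus was compared with control, and the stimuli with each other. P-values were adjusted by Benjamini-Hochberg within each comparison, and a gene was called at a fold change of at least 2 and an adjusted p under 0.25, as in the paper, with the count under 0.05 beside it. Genes called for 1, 2 or 3 stimuli were split into subsets I to VII and groups PG, LFG and CG as the paper does. Intervals between arrays are standard errors of limma for differences and SD for levels.

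Gene lists were written before the data were examined: Toll-like receptor signalling, NF-kB and its feedback inhibitors, inflammatory cytokines, chemokines, NOD-like receptors and inflammasome, RIG-I-like receptor signalling, interferon-stimulated genes, JAK-STAT signalling, apoptosis, immediate early transcription factors and MAPK phosphatases, NFAT, B cell and T cell receptor type signalling, phagocytosis and actin remodelling, lysosome and phagosome maturation, Arf GTPases and their exchange factors, antigen presentation and co-stimulation, macrophage identity, coagulation and fibrinolysis, prostaglandin and purine mediators, cholesterol efflux and LXR targets, cholesterol synthesis, hypoxia and glycolysis, oxidative stress and metallothioneins, heat shock and unfolded protein response, zinc finger transcription factors, cell cycle, and markers of T cells, B cells, NK cells, neutrophils, platelets, erythroid cells, dendritic cells, and fibroblasts and endothelium. These 33 lists hold 1202 members, of which 1143 matched a gene of the array table and 803 passed the variance filter. Each list was tested against the other genes with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, and against no change with fry, adjusted over the lists, and a list was called at an adjusted p under 0.05. Enrichment of lists in the groups was tested with Fisher's exact test, two-sided, with the 9888 genes as background.

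Named genes follow a rule written before the data were examined, after the paper's Table 2 and the part of its Table S1 used here had been seen: every gene the paper names, the 10 largest rises and the 10 largest falls of each comparison with control among called genes whose 3 treated arrays all lay beyond the 3 control arrays, the 5 largest per direction between stimuli, the 5 largest of each subset, and up to 4 of the largest called members of each list. Where a gene has several probe sets the one with the largest interquartile range gives its values. Differing values of other probe sets are given for some of these genes, not for all.

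Arrays were compared by principal components and by the correlation of their values within conditions. Arrays with the same replicate number were correlated after the condition means were removed, with r from 0.168 to 0.865, against -0.808 to 0.684 for arrays with different numbers, and 8 of the 12 arrays correlated best with an array of their own number. Every replicate 3 array was among the 8, while arrays of replicates 1 and 2 were divided. The lowest r within a number was 0.168, 0.355 and 0.587 for replicates 1, 2 and 3. Pairing by number is therefore clear for replicate 3 only. Replicate number as a block was 1 of the alternatives, and it called 808, 675 and 467 genes for live *P. gingivalis*, LPS and FimA against control. The other alternatives, chosen before the data were examined, were no variance filter, the probe set with the highest mean, leaving out dim probe sets (a log2 level of at least 6 on at least 3 arrays was needed), cyclic loess scaling, eBayes with trend and robust, array weights, only the 6 arrays of the 2 conditions compared, an adjusted p under 0.05 with and without the fold threshold, an F test over all conditions, and leaving out each array. Replicates 1 and 2 alone were chosen after seeing the data. The method was tested on simulated data in which 200 of 9888 genes were changed, 50 at each size. At a true log2 change of 1.25, 1.5, 2 and 3, it called 68, 94, 94 and 100% of them for live *P. gingivalis*, 80, 86, 98 and 100% for LPS and 74, 92, 92 and 100% for FimA, with 26, 25 and 17 false calls. How the correlation of real arrays with the same replicate number bears on these shares and false calls was not tested. Shared controls were examined with 100 simulations of unchanged groups that share their controls. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Where the control level lies under the array medians, as for PTGS2, PTX3, TSLP, CXCL11, IL12B, IFNB1 and VIM, a rise is a lower bound. The qPCR measurements, pathway lists of KEGG and the DAVID tool were not used here.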

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

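The tests of a stronger response to LPS in general, of a response to LPS stronger in all genes by the interferon difference, of no response of the genes called for live *P. gingivalis* alone, of RNA degradation, of T and NK cells in replicates 1 and 2, and of other splits of the arrays were chosen only after the results were seen.

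Between live *P. gingivalis* and LPS, 28 genes were called, and between LPS and FimA 19, as differences between stimuli, with interferon genes such as IFIT2 and OASL among them (12 and 9 of the 42 listed). The median over the interferon list of LPS minus live *P. gingivalis* was 1.66, 2.12 and 0.736 for replicates 1, 2 and 3, and that of LPS minus FimA was 1.35, 1.67 and 0.639, so a single LPS array does not account for either. A response to LPS stronger in all genes by the interferon difference is argued against, since over subset V the LPS change minus the other change had an upper quartile of 0.0649 for live *P. gingivalis* and 0.212 for FimA, against interferon medians of 1.50 and 1.28. For a stronger response to LPS in general, the medians over subset V against live *P. gingivalis* were -0.0687, -0.110 and -0.0672, all negative. Against FimA the medians of -0.0204, 0.125 and 0.0756 differ in sign. These medians are small and some genes go the other way, as the upper quartiles above show. A small general difference and none therefore cannot be told apart for either. Dendritic cells among the LPS-treated cells stay open, since their 9 markers, with upper quartiles of 0.0179 for LPS minus live *P. gingivalis* and -0.0282 for LPS minus FimA, lie near the lower end of the scale (median levels of 4.91, 4.77 and 4.92 with LPS, live *P. gingivalis* and FimA), which the bound set in advance did not take into account, and so do the doses of the stimuli, which the sources used here do not give in full.

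The genes called for live *P. gingivalis* alone, such as CD44 and CFL2, moved the same way with LPS in 97.5% and with FimA in 98.6% of 282 cases. In 100 simulated sets with no response to these components, in which shared controls alone gave a common direction, the mean was 66.0% and 66.3% and the highest 69.9% and 69.4%, which argues against no response of these genes to the components. What stays open is how many of the 282 differ in size between stimuli. How the correlation of arrays with the same replicate number bears on the simulated shares was not tested. Without LPS replicate 2 or control replicate 1, this subset has 187 or 176 genes. These shares may mean that a large part of the subset is a response to all stimuli that passed the threshold with live *P. gingivalis* alone, as a hypothesis that was not tested. Of the 282 genes, 195 and 163 had an adjusted p under 0.25 from limma with LPS and FimA at any fold. Directly between live *P. gingivalis* and LPS limma called 0 of them, and 4 with the block, while 40 had an unadjusted p under 0.05.

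Replicate 3 of every condition stood apart from replicates 1 and 2, with T and NK cell markers lower there by a median of -1.88 and -2.05 (9 and 8 genes). In every condition both lists were lower in replicate 3 than in either other replicate, by at least 0.844, which restates the pattern, so that T and NK cells in replicates 1 and 2 stay open as its source. Cells of another type in replicate 3 meet the bound set in advance, with a highest median of 0.143 for fibroblast and endothelial markers, but that bound set no minimum size, and these markers lie near the lower end of the scale (4.60 in replicate 3), while neutrophil and platelet markers, at 5.38 and 5.75 there, had 0.137 and 0.130, so this explanation stays open. More degraded RNA in replicate 3 stays open, since its 3-prime minus 5-prime difference changed by -0.179 for ACTB (standard error 0.0881 over arrays and 0.138 over the 4 conditions, exact permutation test, two-sided p = 0.143, n = 4 and 8 arrays) and by 0.0361 for GAPDH (standard error 0.0516 over arrays, exact p = 0.646). Different donors or preparations of replicate 3 stay open, as no donor is named, and beyond these cell types no biological explanation was tested.

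The 6 arrays of a comparison can be split into 3 and 3 in 10 ways, the real split included, too few for a share under 0.05. The real and the highest other count were 762 and 836 for live *P. gingivalis* against control, 620 and 983 for LPS, 417 and 823 for FimA, 28 and 32 for live *P. gingivalis* against LPS, 0 and 0 for live *P. gingivalis* against FimA (260 genes at an unadjusted p under 0.05), and 19 and 0 for LPS against FimA. The real count or more was reached by 2, 2, 2, 2, 10 and 1 of these 10. The splits with the higher counts put both arrays of replicate 3 in 1 group, a structure of the samples, and with replicate number as a block the real counts are 808, 675, 467, 74, 0 and 53. With that block the highest other count is 354, 702, 269, 125, 0 and 0, so for LPS against control and for live *P. gingivalis* against LPS another split still exceeds the real one. Among the 4 splits that part the 3 pairs, as the real split does, the highest other count is 0, 0, 27, 0, 0 and 0, and with the block 354, 248, 269, 0, 0 and 0.

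Signals in gene lists that the paper does not test as such were the following. With LPS, 22 of 42 interferon-stimulated genes were called, IFIT1 and OASL among them, and 10 of 21 genes of antigen presentation and co-stimulation, such as CD80 and, among those the paper discusses, CD40. Of 200 zinc finger genes, 2 rose and 8 fell with LPS, with a median of -0.34 (camera adjusted p = 0.00987, and 0.570 with an estimated correlation). With live *P. gingivalis*, 5 of 24 genes of hypoxia and glycolysis and 3 of 11 of coagulation and fibrinolysis were called, SLC2A6 and TNFAIP6 with the largest changes in each. With FimA, 3 of 17 genes of prostaglandin and purine mediators were called, PTGS2 with the largest change, and the oxidative stress and metallothionein list stood above other genes in camera (adjusted p = 0.00118, and 0.302 with an estimated correlation) with 0 of 20 genes called with limma and 8 at an unadjusted p under 0.05.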

How the results depend on the processing

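The values from replicates 1 and 2 alone were chosen only after the results were seen, and all other alternatives in this part were set in advance.

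Over the alternatives that keep all arrays or replicates 1 and 2, 143 of the counts and shares stayed within 1.5 times their value and 49 moved further. These are the called genes of each comparison, the subsets I to VII, LFG, genes called at least once and the shared part of the FimA genes. Of the values of named genes, 5717 kept their side of the threshold, 202 passed it newly and 176 no longer passed it. Another 5, called on at least 1 side, changed sign, and sign changes of values called on neither side are not counted here. Of the list tests, 1781 kept their side, 36 passed newly, 80 no longer passed and 5, called on at least 1 side, changed direction. The 1781 include all 192 tests with array weights and all 192 with eBayes with trend and robust. Whether these settings reached the list test was not checked, so these tests are no evidence of stability.

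With the probe set with the highest mean, subset VI has 19 genes. With replicate number as a block, 74 genes are called between live *P. gingivalis* and LPS and 53 between LPS and FimA. The block moves none of the other counts and shares defined above by over 1.5 times. Counts within subsets and lists can move further, such as the subset III genes called between live *P. gingivalis* and LPS (23, and 43 with the block). The block takes no named gene out of its call, while 2 list tests no longer pass with it and 1 newly passes. With array weights, 1553, 1339 and 959 genes are called for live *P. gingivalis*, LPS and FimA against control, 126 between live *P. gingivalis* and LPS, 95 between live *P. gingivalis* and FimA and 68 between LPS and FimA, the subsets I to VII hold 479, 282, 273, 94, 698, 86 and 81, LFG holds 440, and 1993 genes are called at least once. The estimation of the weights stopped before it reached its convergence tolerance. At an adjusted p under 0.05 with the fold threshold, FimA has 265 genes, live *P. gingivalis* against LPS 16, subset VI 11 and subset VII 8, because the threshold is stricter. With the F test, 86, 19 and 62 genes are called between live *P. gingivalis* and LPS, live *P. gingivalis* and FimA, and LPS and FimA. That F test runs over all conditions, control included, so these counts are not tests of the single pairs. At an adjusted p under 0.05 without the fold threshold, live *P. gingivalis* has 1427 genes, LPS 1214, live *P. gingivalis* against LPS 16, subsets I, II, III, VI and VII 473, 495, 266, 21 and 3, and 1717 are called at least once. Over replicates 1 and 2 alone, chosen after seeing the data, the comparisons have 1478, 1190, 907, 267, 156 and 107 genes, subsets I to VII 545, 216, 236, 96, 621, 117 and 73, LFG 426, and 1904 are called at least once. Apart from the stricter threshold, the cause was not tested. Cyclic loess, the filter, eBayes with trend and robust, leaving out dim probe sets and fitting only the 6 arrays of a comparison moved none of the counts and shares defined above that far.

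Leaving out 1 array at a time, 154 counts and shares stayed within 1.5 times and 38 did not. Over these 12 settings the called genes ranged from 549 to 1572 for live *P. gingivalis*, 518 to 1371 for LPS, 322 to 1099 for FimA, 15 to 85 for live *P. gingivalis* against LPS, 0 to 0 for live *P. gingivalis* against FimA and 12 to 42 for LPS against FimA. The subsets ranged from 176 to 420, 78 to 227, 115 to 274, 22 to 105, 266 to 882, 16 to 75 and 9 to 51 for I to VII, LFG from 164 to 323, genes called at least once from 732 to 1871, and the shared part of the FimA genes from 70.3% to 83.2%. The highest counts against control come without control replicate 3. Of the named genes' values, 7867 kept their side of the threshold, 128 passed newly and 261 no longer passed, and of the list tests 2227, 30 and 47.

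Values called on neither side could change sign, such as SOCS1 with live *P. gingivalis* (-0.26, and 0.66 on its probe set with the highest mean). Among values called on at least 1 side, changes of sign were few. On the probe set with the highest mean, MIAT has 0.15 with LPS and 0.15 with FimA, EIF4E -0.29 with FimA and MAP3K8 1.83 with FimA. Over replicates 1 and 2 alone, CFLAR has -1.56 with FimA, the T cell markers give camera adjusted p = 0.0384, 0.00177 and 0.0122 for live *P. gingivalis*, LPS and FimA, and the interferon list 0.00348 and 0.0161 for live *P. gingivalis* and FimA, each in the opposite direction to that over all arrays, where these lists were not called. The cause was not tested. Signal over background limits the dim genes, of which the dim probe set alternative leaves out those under log2 6.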

Differences from the paper's values

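The alternative over replicates 1 and 2 alone was chosen only after the results were seen.

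For the ratio of live *P. gingivalis* to LPS of PIK3R5, a subunit of PI3K, the paper gives 0.50 and the value here is 1.41. The paper's number equals the log2 difference found here, 0.50, so the 2 differ only when both are read as ratios. Read so, all alternatives set before the data were examined also differ, with ratios from 1.22 to 1.68. For PRKACB, a subunit of protein kinase A, the paper's ratio is 1.41 and the value here is 0.685. The paper's number equals the ratio found here for PIK3R5, which stands next to PRKACB in the paper's table. The probe set with the highest mean gives 0.952, which lies within 1.5 times the paper's ratio and is not counted as a difference. All other alternatives set before the data were examined still differ.

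Further statements of the paper go another way than the values here. The paper places TLR4 among the genes called for LPS or FimA, and TLR4 was not called here (0.88 with LPS, adjusted p = 0.0930). It is called for LPS without control replicate 3 (1.08) and over replicates 1 and 2 alone (1.18), an alternative chosen after seeing the values. The paper places FADD in the same group, and here it was called for live *P. gingivalis* alone, at 0.499 times the control level, with 0.504 times for LPS. It reaches the paper's group with array weights (-0.99 with live *P. gingivalis* and -1.08 with LPS). The paper places CD40 among the genes of live *P. gingivalis* alone, and here it was called for LPS as well (1.10). It reaches the paper's group without LPS replicate 3 (0.53), control replicate 1 (adjusted p = 0.366) or control replicate 2 (adjusted p = 0.285), without the variance filter (adjusted p = 0.261 for LPS) and over replicates 1 and 2 alone (0.53 for LPS), chosen after seeing the values. The paper places CASP6 there too, and here it was not called (-0.64, adjusted p = 0.0889). On the probe set with the highest mean it is called with live *P. gingivalis* alone, as a fall (-1.37). The paper names protein kinase C both among the genes of live *P. gingivalis* alone and among the shared genes, and PRKCD was called for live *P. gingivalis* alone (1.18).

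Some directions differ as well. The paper describes the protein kinase A gene as raised more by live *P. gingivalis* than by LPS, and PRKACB fell with live *P. gingivalis* (-1.43) and had -0.88 with LPS. The paper describes the PI3K gene as raised more by LPS, the direction of its number when read as a ratio, and PIK3R5 had 1.02 with live *P. gingivalis* and 0.52 with LPS. The RIG-I group is described as raised by the bacterial components, and RIGI, IFIH1, DHX58 and ISG15 were called by limma with LPS but 0 of them with FimA (0.29, 0.26, 0.30 and 0.26, 0 at an unadjusted p under 0.05). The shared group is described as the largest part of each pathway. In the lists used here, which are not those of the paper, it held over 50% of the grouped genes for NF-kB (100%), chemokines (83.3%), NOD-like receptors (75%), phagocytosis (62.5%) and cytokines (60%). It held less for JAK-STAT (37.5%), NFAT, B cell and T cell receptor (37.5%), Toll-like receptor (14.3%), RIG-I-like receptor (0) and apoptosis (0) genes. At the paper's thresholds, its counts of called genes and of the subsets lie within 1.5 times those here. Live *P. gingivalis* (762), LPS (620), subsets I, III and VII (282, 145 and 16) and the union (957) hold more genes here. FimA (417) and subset V (328) hold fewer.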

Other observations

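The comparisons of gene lists in this part were chosen before the data were examined, and the values from replicates 1 and 2 alone were chosen after seeing them.

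Some genes of antigen presentation and co-stimulation rose with every stimulus. Of 21 tested, 8 rose and 1 fell with live *P. gingivalis*, 9 rose and 1 fell with LPS and 7 rose with FimA, the same when adjusted over the list alone (camera adjusted p = 1.08e-06, 3.99e-09 and 9.12e-09, and 0.0993, 0.0412 and 0.0545 with an estimated correlation). TNFSF9, the ligand of the co-stimulatory receptor 4-1BB, rose by log2 2.53, 2.04 and 2.28 with live *P. gingivalis*, LPS and FimA (standard error 0.26). CD274, which encodes the inhibitory ligand PD-L1, rose by 1.46, 2.30 and 2.00, a call that is lost for live *P. gingivalis* without control replicate 3 (0.58) or live *P. gingivalis* replicate 2 (adjusted p = 0.340) (0.0102 to 0.340 over its alternatives) and for FimA without FimA replicate 1 (adjusted p = 0.267) (0.000180 to 0.267).

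Genes of vascular and lipid mediators changed in small numbers. Of 11 genes of coagulation and fibrinolysis, 3 rose with every stimulus, also over the list alone: TNFAIP6, which binds hyaluronan, by 2.95, 2.91 and 2.85, SERPINB8, a protease inhibitor, by 1.66, 1.35 and 1.49, and F3, tissue factor, by 1.50, 1.07 and 1.25. The camera test gave adjusted p = 0.0153, 0.0627 and 0.0227 (0.228, 0.409 and 0.258 with an estimated correlation). It changes its call for live *P. gingivalis* without control replicate 3 (0.0634), for LPS without LPS replicate 3 (0.0334) or control replicate 1 (0.0195) and for FimA without FimA replicate 2 (0.0650) or control replicate 3 (0.0901), over 0.000192 to 0.228, 0.00101 to 0.409 and 0.000274 to 0.258, and F3 loses its LPS call without LPS replicate 3 (0.87) or control replicate 2 (0.93). Without the variance filter the list gives 0.0624 for live *P. gingivalis* and 0.0682 for FimA, and with LPS 0.00635 without dim probe sets and 0.00101 on the brightest probe sets. Of 17 genes of prostaglandin and purine mediators, 3 rose with each stimulus, also over the list alone. Beside PTGS2 they were P2RX7, a receptor for ATP, with 1.40, 1.45 and 1.45, and PDE4B, which breaks down cyclic AMP, with 2.18, 2.06 and 1.69, which loses its live *P. gingivalis* call without control replicate 3 (0.99) and its LPS call without LPS replicate 1 (adjusted p = 0.271) or control replicate 3 (0.87). With FimA PDE4B is not called without FimA replicate 1 (adjusted p = 0.449), FimA replicate 2 (adjusted p = 0.372), FimA replicate 3 (adjusted p = 0.355), LPS replicate 1 (adjusted p = 0.275), LPS replicate 2 (adjusted p = 0.261), control replicate 3 (0.49), live *P. gingivalis* replicate 1 (adjusted p = 0.286), live *P. gingivalis* replicate 2 (adjusted p = 0.294) or live *P. gingivalis* replicate 3 (adjusted p = 0.262) (0.000173 to 0.203, 6.68e-05 to 0.272 and 0.0237 to 0.449 over the alternatives). Camera gave adjusted p = 0.0156, 0.00655 and 0.00414 (0.323, 0.314 and 0.258 with an estimated correlation), and 0.123, 0.0754 and 0.0901 without control replicate 3 and 0.220, 0.124 and 0.0682 without the variance filter (0.00262 to 0.323, 0.00148 to 0.314 and 0.000918 to 0.258 over the alternatives).

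Metabolic genes responded in part. Of 24 genes of hypoxia and glycolysis, 5, 2 and 3 rose with live *P. gingivalis*, LPS and FimA, also over the list alone. SLC2A6, a sugar transporter, rose by 2.58, 1.93 and 2.05 (standard error 0.30) and ADM, the peptide adrenomedullin, by 1.76, 2.10 and 1.09, a FimA change of 0.74 without control replicate 3. Camera gave adjusted p = 0.00304, 0.0386 and 0.00637 (0.226, 0.409 and 0.257 with an estimated correlation), and LPS is not called without LPS replicate 2 (0.113), control replicate 2 (0.0654) or control replicate 3 (0.0754) nor without the variance filter (0.203) (0.00579 to 0.409). Of 16 genes of cholesterol efflux, ABCA1, a cholesterol exporter, rose by 1.14 with live *P. gingivalis*, and LPS and FimA had 0.79 and 0.83 and 0 calls with limma (1 and 1 at an unadjusted p under 0.05, camera adjusted p = 0.48, 0.262 and 0.281, direction up with medians of -0.19, -0.16 and -0.03). Of 12 genes of cholesterol synthesis, 3 rose with live *P. gingivalis* and 2 with FimA, the same over the list alone, and LPS had 0 calls (3 at an unadjusted p under 0.05, and 1 with the block), with camera adjusted p = 0.192, 0.393 and 0.0777, and for FimA 0.0182 without FimA replicate 1 and 0.0444 with cyclic loess (0.0182 to 0.588). The direction was up in all, while the medians were -0.03, -0.07 and 0.01. LSS, an enzyme of sterol synthesis, had 1.13, 0.76 and 0.84, a live *P. gingivalis* call that is lost without control replicate 2 (0.97) while FimA has 1.03 and a call without control replicate 3. In the oxidative stress and metallothionein list, 1 of 20 genes rose with live *P. gingivalis*, NCF1 of the phagocyte oxidase with 1.46, and LPS and FimA had 0 calls (7 and 8 at an unadjusted p under 0.05, 1 and 1 over the list alone and with the block). NCF1 is not called without control replicate 3 (0.44), live *P. gingivalis* replicate 1 (adjusted p = 0.385) or live *P. gingivalis* replicate 2 (adjusted p = 0.396) (0.00146 to 0.444), and the camera results of 0.0429 and 0.0277 (0.609 and 0.506 with an estimated correlation) exceed 0.05 without LPS replicate 3 (0.0506), control replicate 1 (0.0831), control replicate 2 (0.0526) or live *P. gingivalis* replicate 3 (0.298) for live *P. gingivalis* and without LPS replicate 2 (0.0577), LPS replicate 3 (0.0563) or control replicate 1 (0.0696) for LPS (0.00804 to 0.609 and 0.00227 to 0.506). They are 0.207 and 0.0979 without the variance filter, and for live *P. gingivalis* 0.0662 with only the 6 arrays of the 2 conditions and 0.0625 with the block. Of 16 genes of heat shock and the unfolded protein response, 2 rose with each stimulus, also over the list alone, PPP1R15A, which restarts translation after stress, by 2.24, 1.84 and 1.73 and XBP1, a factor of the unfolded protein response, by 1.14, 1.36 and 1.16 (camera adjusted p = 0.240, 0.428 and 0.0765, and for FimA 0.0221 without FimA replicate 3 and 0.0435 with cyclic loess, over 0.0221 to 0.425). For LPS the direction was up although the median was -0.14. XBP1 has 0.94 and 0.96 with live *P. gingivalis* and FimA without control replicate 3 and is then not called.

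In the zinc finger and cell cycle lists more genes fell than rose. Of 200 zinc finger genes, 1 rose and 10 fell with live *P. gingivalis*, 2 and 8 with LPS and 1 and 5 with FimA, the same over the list alone, with medians of -0.29, -0.34 and -0.23 against -0.16, -0.18 and -0.12 for all genes (camera adjusted p = 0.0280, 0.00987 and 0.0158, and 0.753, 0.570 and 0.588 with an estimated correlation). Without control replicate 1 the live *P. gingivalis* and FimA results are 0.0850 and 0.0908, and without dim probe sets 0.188 and 0.0712 (0.00284 to 0.753 and 0.00258 to 0.588 over the alternatives). ZNF366, a repressor of nuclear receptors, had -2.15, -1.46 and -1.88 and is not called for LPS without LPS replicate 1 (adjusted p = 0.313) or control replicate 3 (-0.93) (0.000743 to 0.313). Of 26 cell cycle genes, 2 fell with live *P. gingivalis*, 3 with LPS and 1 with FimA (1, 3 and 1 over the list alone), with AURKA, a mitotic kinase, at -1.64, -1.81 and -1.43 (standard error 0.32). Camera gave adjusted p = 0.191, 0.0503 and 0.0860, and 3.31e-06, 8.10e-08 and 1.07e-07 without control replicate 3 and for LPS 0.0496 without FimA replicate 1, while without the variance filter it gave 0.0284, 0.00303 and 0.0255 (3.31e-06 to 0.883, 2.47e-08 to 0.704 and 3.38e-08 to 0.730 over the alternatives). Of 20 genes of macrophage identity, MAF, a transcription factor of resident macrophages, fell by 1.97 with live *P. gingivalis* and 1.62 with LPS, and FimA had -1.49 with 0 calls (0 at an unadjusted p under 0.05, 1 with the block, and 0, 0 and 0 over the list alone). MAF is not called for live *P. gingivalis* without control replicate 1 (adjusted p = 0.323) or control replicate 2 (adjusted p = 0.264) nor for LPS without LPS replicate 1 (adjusted p = 0.293), LPS replicate 3 (adjusted p = 0.369), control replicate 1 (adjusted p = 0.491) or control replicate 2 (adjusted p = 0.421), and is called for FimA without control replicate 3 (adjusted p = 0.00351), over 4.74e-08 to 0.323, 5.63e-07 to 0.491 and 2.33e-06 to 0.680. The list gave camera adjusted p = 0.335, 0.113 and 0.176, under 0.05 for LPS without LPS replicate 3 (0.0228) or control replicate 3 (0.0336) or with dim probe sets left out (0.0426) and for FimA without FimA replicate 3 (0.0178) (0.000800 to 0.630 and 0.000684 to 0.655).

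Marker lists of other cell types had 0 calls against control with limma: 7 B cell, 7 NK cell, 4 neutrophil, 2 platelet, 3 dendritic cell and 4 fibroblast and endothelial genes were tested and no erythroid gene passed the variance filter. At an unadjusted p under 0.05 they had 0 genes, apart from 1 dendritic cell gene with FimA. Camera gave adjusted p of 0.680, 0.752 and 0.588 for B cells, 0.682, 0.487 and 0.524 for NK cells, 0.321, 0.461 and 0.281 for neutrophils, 0.321, 0.463 and 0.581 for platelets, 0.680, 0.463 and 0.385 for dendritic cells and 0.555, 0.428 and 0.404 for fibroblasts and endothelium, in the order live *P. gingivalis*, LPS and FimA. In replicate 3 minus replicates 1 and 2, the B cell, erythroid and dendritic cell markers had medians of -0.233, -0.0318 and -0.112.

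Measures of RNA quality were compared between conditions. The 3-prime minus 5-prime difference of GAPDH probe sets was 0.129 ± 0.0702 in control cells, 0.340 ± 0.119 with live *P. gingivalis*, 0.20 ± 0.0810 with LPS and 0.167 ± 0.0243 with FimA (SD, n = 3, exact permutation test against control, two-sided p = 0.1, 0.3 and 0.6, where 0.1 is the smallest that 3 arrays against 3 allow, and all arrays with live *P. gingivalis* lay above all controls). For ACTB it was 0.737 ± 0.336, 0.718 ± 0.210, 0.524 ± 0.0843 and 0.549 ± 0.0353 (exact p = 0.9, 0.4 and 0.4).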
